# Transcriptome profiling of the interconnection of pathways involved in malignant transformation and response to hypoxia

**DOI:** 10.18632/oncotarget.24808

**Published:** 2018-04-13

**Authors:** Frida Danielsson, Erik Fasterius, Devin Sullivan, Linnea Hases, Kemal Sanli, Cheng Zhang, Adil Mardinoglu, Cristina Al-Khalili, Mikael Huss, Mathias Uhlén, Cecilia Williams, Emma Lundberg

**Keywords:** hypoxia, transcriptomics, malignant transformation

## Abstract

In tumor tissues, hypoxia is a commonly observed feature resulting from rapidly proliferating cancer cells outgrowing their surrounding vasculature network. Transformed cancer cells are known to exhibit phenotypic alterations, enabling continuous proliferation despite a limited oxygen supply. The four-step isogenic BJ cell model enables studies of defined steps of tumorigenesis: the normal, immortalized, transformed, and metastasizing stages. By transcriptome profiling under atmospheric and moderate hypoxic (3% O_2_) conditions, we observed that despite being highly similar, the four cell lines of the BJ model responded strikingly different to hypoxia. Besides corroborating many of the known responses to hypoxia, we demonstrate that the transcriptome adaptation to moderate hypoxia resembles the process of malignant transformation. The transformed cells displayed a distinct capability of metabolic switching, reflected in reversed gene expression patterns for several genes involved in oxidative phosphorylation and glycolytic pathways. By profiling the stage-specific responses to hypoxia, we identified ASS1 as a potential prognostic marker in hypoxic tumors. This study demonstrates the usefulness of the BJ cell model for highlighting the interconnection of pathways involved in malignant transformation and hypoxic response.

## INTRODUCTION

The transformation of primary cells into malignant counterparts capable of forming tumors is a multistep process where changes in the genome give rise to new characteristics [1]. These include increased rate of proliferation, rewiring of the energy metabolism, increased vascularization, and the ability to escape survival restrictions such as hypoxia [2]. To enable the study of defined steps of tumorigenesis, an isogenic model system for malignant transformation was previously generated in the Weinberg lab [3]. By introducing stepwise genetic changes in the human fibroblast cell line BJ, an important model for molecular studies of cancer was established [3]. The model includes primary cells (normal stage: BJ), ectopic expression of the telomerase catalytic subunit (immortalized stage: BJ hTERT+) followed by stepwise additions of two oncogenes, the Simian virus 40 Large-T (transformed tumor-forming stage: BJ hTERT+ SV40+) and the oncogenic and hyperactive version of H-ras (metastasizing stage: BJ hTERT+ SV40+ RASG12V). Transcriptomic analysis is a well-established approach for understanding gene expression patterns and has been extensively applied in cancer research. Transcriptional changes across various stages during cancer progression have previously been evaluated using genetically modified cell lines or clinical tissue samples of varying degree of malignancy, with data often derived from the Cancer Genome Atlas database (TCGA) [4–10]. Isogenic cell lines have the advantage of enabling evaluation of the effects of specific genetic changes. These models have been critical in the study of cellular mechanisms underlying cancer progression where the effects of key oncogenes can be assessed, for example to compare gene expression between HER2 positive and triple negative breast cancer cells and to assess the effects of various drugs on different isogenic colorectal carcinoma cell lines [11, 12]. Unique to this study is the isogenic nature of the BJ model system that enables hypoxic response to be studied under controlled conditions and allowing for comparison across four specific steps in cancer progression with accumulative genetic changes.

Our previous analysis of the transcriptome changes across this model showed that a functionally diverse set of extracellular proteins was downregulated whereas genes associated with proliferation were upregulated. A number of differentially expressed genes (DEGs) identified across this model, for example BDH1, ANXA1, ANPEP and ANLN, have been corroborated at the protein level in tumor tissues of matching malignancy grades [13]. These data support that the BJ model is a relevant model system for the study of human tumorigenesis and corresponding proliferative capability.

Oxygen is involved in almost all cellular functions. Under normal oxygen conditions, mammalian cells generate the energy that they require for molecular processes through oxidative phosphorylation in the mitochondria. As first demonstrated by Otto Warburg in the 1920s and thereafter confirmed in numerous different studies, transformed cancer cells predominantly generate energy through glycolysis instead of oxidative phosphorylation [14]. This is not universal to all cancer types, but is typically associated with poorly differentiated cancers [14]. The preference for glycolysis applies also under aerobic conditions and regardless of the fact that it is relatively inefficient in terms of ATP generation [15, 16]. This rewiring of energy metabolism is today known as one of the hallmarks of cancer. Further, solid tumors often contain hypoxic regions as a result of the tumor outgrowing the capacity of its surrounding vasculatory network. Creation of such oxygen-deprived microenvironments promotes malignant progression through clonal selection of aggressive phenotypes and subsequent poor prognosis [17]. At a molecular level decreased oxygen levels in tumors are associated with increased hypermethylation events with consequences on gene expression. Promoter regions of genes involved in cell-cycle arrest, DNA repair and apoptosis, glycolysis, metastasis, and angiogenesis have been shown to be targets for hypoxia-induced hypermethylation [18]. This exemplifies how multicellular organisms have evolved strategies for cellular adaptation to the hypoxic environment that is not advantageous for the normal functions of the cell. Hypoxic responses are known to enhance the acquirement of a malignant phenotype [19, 20]; especially through targeting pathways involving the Hypoxia Inducible factor alpha (HIF1a) [21], PI3K/AKT/mTOR [22, 23], MAPK [24, 25] and NFkB [26] that mediate functions that are commonly altered in cancer.

To investigate the transcriptional changes induced by a decreased oxygen supply, and how the response differs between the four isogenically matched cell lines at different degrees of malignancy, we evaluated the transcriptome using RNA sequencing (RNA-seq) after cultivation in both the standard *in vitro* setup of atmospheric oxygen and at moderate hypoxia (3% O_2_) for six passages. By comparing differential gene expression regulation across the model, we explored how the different stages in the BJ cell model respond to moderate hypoxia.

## RESULTS

### Stage-specific responses to moderate hypoxia

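The BJ model consists of 4 isogenic fibroblast stages, from primary BJ cells through cells immortalized with hTERT and cells transformed with SV40 Large-T to metastasizing cells that also carry mutated H-Ras. RNA was sequenced from duplicate plates of each stage grown in parallel for 6 passages at atmospheric or 3% oxygen, giving 8 groups of 2 libraries. The authors estimated transcript expression with Kallisto against GRCh37 and deposited it as TPM for each transcript, and all 16 libraries were analysed. TPM keeps no record of sequencing depth, so the number of reads behind each value is unknown and no interval that needs it is given. Of the 180253 transcripts listed, 151453 were matched to a gene of GENCODE 44 and their TPM were summed by gene, which covered 88.2% to 90.1% of the TPM of a library and gave 19356 protein-coding genes. Comparisons were made with limma on log2(TPM + 0.5), with 1 fit over all 16 libraries and 1 coefficient for each of the 8 groups. The spread of a gene was thus shared by all groups, so its p in a comparison also depends on libraries outside that comparison. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333, so no such test is given for single genes. Among genes of at least 1 TPM, the share that differed more than 2-fold between the 2 replicates was 1.83% to 4.08% in 7 of the groups and 11.0% (1301 of 11843 genes) in metastasizing cells at 3% oxygen. The labels give the replicates of every group the letters a and b, so each comparison was also fitted with the letter as a replicate block. The pairing was checked by correlating, across genes, how far the libraries of one letter deviated from their group means, and the 4 hypoxia comparisons gave -0.168, -0.113, -0.0855 and -0.105 from the primary to the metastasizing stage. As a check of the labels, TERT on chromosome 5 of GRCh37 from 1253262 to 1295183 was listed at 0 in both primary libraries at atmospheric oxygen, and its expression at that oxygen level was 154 ± 54.7, 33.5 ± 2.70 and 62.5 ± 7.96 TPM (SD, n = 2) in the 3 later stages.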

In order to generate a complete overview of the transcriptomic response to hypoxia at different stages of tumorigenesis, we cultured the four stages of the isogenic BJ cell model under atmospheric and 3% oxygen levels, respectively. We corroborated stabilization of HIF1α in response to decreased oxygen (see below) and employed RNA-seq analysis to identify corresponding transcriptomic effects. An overview of the isogenic model system and the experimental setup can be seen in Figure 1A. Cell authentication was performed (Supplementary Figure 1), which confirmed the isogenic nature of the cells and the model’s stage-specific mutations [27]. Gene expression was estimated using the Kallisto software [28], followed by hierarchical clustering of pairwise Spearman correlations for all expressed protein-coding genes across the model (*N* = 14,993). 

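With a group mean above 1 TPM in at least 1 of the 8 groups as the criterion for expression, 13146 protein-coding genes entered the correlations, which were computed on the means of log2(TPM + 0.5) of the 2 replicates. Between the 2 libraries of one group, Spearman's rho across these genes ranged from 0.963 in metastasizing cells at 3% oxygen to 0.991 in transformed cells at atmospheric oxygen (median 0.985, SD 0.00914 over the 8 groups). Genes are not independent replicates, so no p is given for these correlations.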

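The 28 correlations between the means of different groups ranged from 0.887 to 0.973, with a median of 0.917. The lowest was between immortalized and transformed cells at atmospheric oxygen, and the highest between transformed and metastasizing cells at atmospheric oxygen. With only the genes above 1 TPM in every group, the lowest correlation moved furthest, to 0.862. Between the 2 oxygen levels of a stage, over genes of at least 1 TPM at either level, rho was 0.957 (12184 genes) in primary cells and 0.958 (12049 genes) in immortalized cells. The corresponding values were 0.948 (12242 genes) in transformed cells and 0.945 (12288 genes) in metastasizing cells.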

Due to their isogenic nature there were relatively high correlations between gene expression for all the stages and oxygen conditions (Spearman correlation coefficients > 0.9, Figure 1B–1F). These within-model correlations across oxygen levels were notably higher than correlations between different cell lines of related character, such as between immortalized BJ and other immortalized cell lines of both fibroblast origin (HBF TERT88) and mesenchymal stem cell origin (ASC TERT1) (Supplementary Figure 2). 

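Complete linkage on 1 minus rho joined the 2 oxygen levels of the primary stage (rho 0.965) and those of the immortalized stage (0.966). It joined transformed with metastasizing cells at atmospheric oxygen (0.973) and again at 3% oxygen (0.962). The correlation between the 2 oxygen levels was 0.957 in transformed cells and 0.953 in metastasizing cells. At atmospheric oxygen the correlation between these 2 stages exceeded both of those values by more than the SD of the replicate correlations, whereas at 3% oxygen it exceeded them by less than that SD. All 4 pairs were also found with average linkage, with Euclidean distances, with Pearson correlation and with the genes above 1 TPM in every group. With 16 single libraries in place of group means, 3 of the 4 pairs were found, without the pair at 3% oxygen. That pair was also not found without transformed replicate a at 3% oxygen or without metastasizing replicate b at 3% oxygen.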

Despite this, there was a significant pattern within the model itself: the primary and immortalized samples clustered by model stage whereas the two transformed cell lines clustered according to oxygen level, indicating a higher degree of adaptation to the change in oxygen supply. To investigate this conserved phenotype, differential gene expression was calculated using a cutoff of 0.01 for adjusted *p*-value (Benjamini-Hochberg), a minimum fold change of 2 (log_2_FC > 1), and minimum expression of 1 TPM in at least one of the samples being compared. 

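The same thresholds were applied to the limma fit (adjusted p under 0.01 after Benjamini-Hochberg adjustment, a log2 fold change beyond 1 in either direction and a mean of at least 1 TPM in at least 1 of the groups compared). The authors tested counts, and TPM does not hold the counts behind it, so that step was not repeated. Tests covered 12184 genes in primary, 12049 in immortalized, 12242 in transformed and 12288 in metastasizing cells. Because 0.5 TPM was added before the logarithm, log2 fold changes of genes near 1 TPM are smaller than the ratios of their TPM. On simulated data with the same design and 200 changed genes, the procedure found 170 of them (85.0%) and called 1 unchanged gene among 12383 tested.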

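Counted over the genes tested with limma, 646 hDEGs were found in primary, 592 in immortalized, 916 in transformed and 941 in metastasizing cells. With the replicate letter as a block, the counts were 359, 328, 612 and 541, of which 354, 323, 597 and 534 were also called without it. Deviations of same-letter libraries were negatively correlated in all 4 stages, between -0.168 and -0.0855. Fitting only the 4 libraries compared moved the primary, transformed and metastasizing counts most, to 164, 570 and 112, and gave 542 in immortalized cells, where the block moved the count most. That fit estimates the spread with 2 residual degrees of freedom in place of 8. An unadjusted p under 0.05 was reached by 4755, 4749, 5537 and 5039 genes.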

For each model stage (primary, immortalized, transformed, and metastasizing cells) we identified 909, 1,090, 1,247, and 794 hypoxia-induced differentially expressed genes (hDEGs), respectively (Table 1 and Supplementary Table 1). 

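In all, 2468 protein-coding genes were called in at least 1 stage, and 1532 with the replicate letter as a block. Of the genes with both libraries at 3% oxygen on the same side of both libraries at atmospheric oxygen, HAS2 on chromosome 8 of GRCh37 from 122624356 to 122653680 rose most in primary cells, from 3.42 ± 0.351 to 97.4 ± 15.8 TPM (SD, n = 2). Its log2 fold change was 4.64 (standard error 0.22, adjusted p = 9.89e-07 from limma with Benjamini-Hochberg adjustment, 0.000739 with the replicate block, 4.25e-08 to 0.00629 over the alternative fits). The other large rise was in FAM217A, which was listed at 0 in both libraries at atmospheric oxygen and measured 11.5 ± 0.613 TPM at 3% oxygen, with an adjusted p of 0.00418 that became 0.0190 with the replicate block and ranged from 0.000751 to 0.0190 over the alternative fits. HSPB3 and MMP11 fell most in primary cells, with log2 fold changes of -3.81 and -3.70, each to a mean under 1 TPM. In immortalized cells, C5orf46 rose from 1.24 ± 0.203 to 55.9 ± 4.34 TPM, a log2 fold change of 5.02 (adjusted p = 2.74e-05, 0.00255 with the replicate block, 5.15e-07 to 0.00276 over the alternative fits). KRT34 rose by 3.77 on the log2 scale, and the largest falls were -5.57 in CSF3 and -5.10 in CXCL8.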

A total of 3,063 hDEGs, corresponding to about 15% of the protein-coding genome were identified as hDEGs in at least one of the stages. The overlaps between hDEGs for all the stages of the BJ model are presented in Supplementary Figure 3. 

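Of the 646 primary hDEGs, 358 were called in that stage alone, against 323 immortalized, 633 transformed and 615 metastasizing hDEGs. Between stages that do not follow each other, 100 hDEGs were called in both primary and transformed cells, 129 in both primary and metastasizing cells and 110 in both immortalized and metastasizing cells. In all 4 stages, 5 genes were called. A gene called in 1 stage alone is not shown to respond differently there, since the difference between stages has a test of its own.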

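Primary hDEGs split into 339 up and 307 down, immortalized into 257 up and 335 down, transformed into 600 up and 316 down and metastasizing into 376 up and 565 down. The median log2 fold change of all tested genes was 0.08, 0.11, 0.01 and -0.13 in these stages. Median-ratio rescaling of the libraries moved it to -0.0235, -0.00909, 0.00941 and -0.00337. Relative to that median, the split became 262 up and 379 down in primary, 174 up and 449 down in immortalized, 583 up and 321 down in transformed and 464 up and 441 down in metastasizing cells. The larger side thus changed in the primary and the metastasizing stage and stayed in the other two. Quantile normalization gave 308 up and 308 down, 206 up and 362 down, 554 up and 376 down and 486 up and 423 down.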

We note that hypoxic stress caused a strong downregulation of genes in each stage of the model except the third stage (SV40-transformed), where a majority of hDEGs were upregulated (Table 1). These data show that the transcriptional response to oxygen deprivation is more accentuated in the transformed tumor-forming third stage (BJ hTERT+ SV40+), whereas the metastasizing stage has the fewest hDEGs.

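By number of hDEGs the transformed and metastasizing stages were 916 and 941, and the 2 libraries at 3% oxygen of the metastasizing stage differed more than those of any other group. When limma weighted the libraries by their spread, an alternative chosen after the data were seen, the weight of these 2 libraries was 0.241 and the counts were 770, 853, 1045 and 375. With each library left out in turn, 813 to 859 of the transformed and 794 to 893 of the metastasizing hDEGs kept a change beyond 2-fold in the same direction. The largest rise in transformed cells was in CA9, from 0.359 ± 0.181 to 44.8 ± 1.03 TPM (SD, n = 2), a log2 fold change of 5.74 (adjusted p = 2.60e-05 from limma with Benjamini-Hochberg adjustment, 0.00154 with the replicate block, 8.42e-06 to 0.00192 over the alternative fits). NDRG1 rose there by 4.57 on the log2 scale, while ID3 and ID1 had the largest falls, -4.46 and -3.98. In metastasizing cells, G0S2 rose from 1.74 ± 0.940 to 173 ± 146 TPM, a log2 fold change of 6.02 (adjusted p = 0.000233, 0.00380 with the replicate block, 0.000178 to 0.0102 over the alternative fits). The other largest changes of that stage were 5.80 in IL1B, -6.59 in BST2 and -6.58 in RSAD2.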

**Figure 1:**
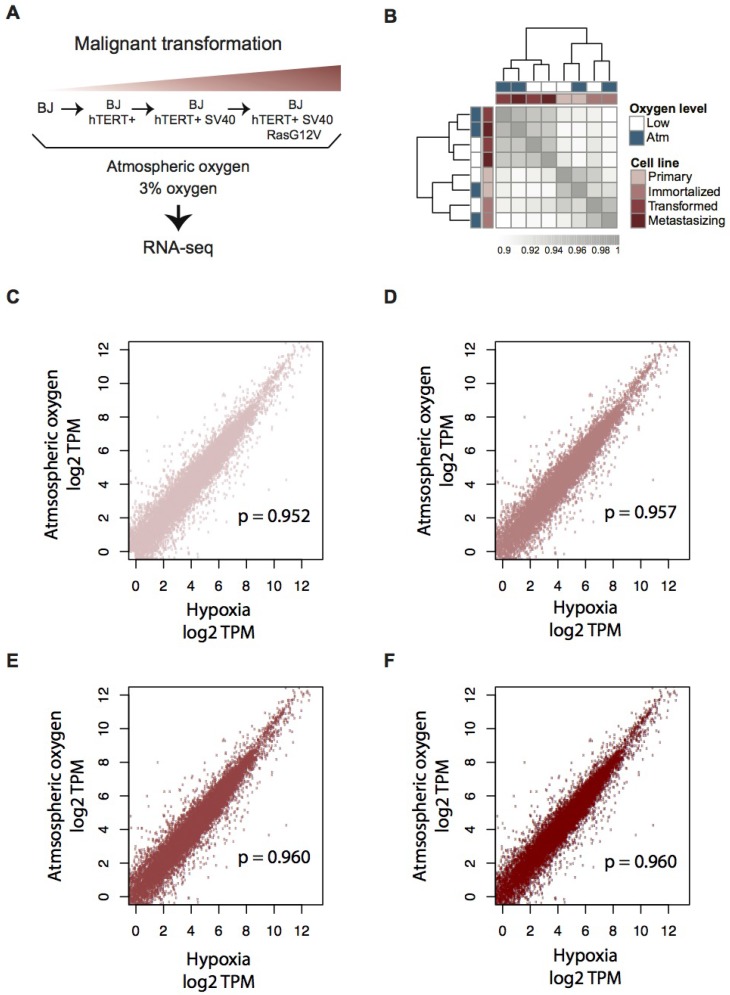
Transcriptome profiling of the four-step BJ cell model for malignant transformation, in atmospheric and moderate hypoxic conditions (**A**) Overview of the BJ cell line model for malignant transformation and experimental workflow. (**B**) Heatmap of pairwise Spearman correlations between RNA expression levels (log_2_ TPM, mean values across biological replicates) for all genes that are expressed (TPM > 1) in at least one sample (*N* = 14,933). Model stage is indicated in red and oxygen state is indicated in blue. Grey scale values indicate Spearman’s correlation coefficients (ρ). (**C**–**F**) Scatter plots of gene expression values (log_2_ TPM) showing the correlation between atmospheric oxygen level versus hypoxic condition. (C) Primary stage, *N* = 13,503, (D) Immortalized stage, *N* = 13,330, (E) Transformed stage, *N* = 13,634, (F) Metastasizing stage, *N* = 13,626). Spearman’s (ρ) correlation coefficients are shown in each plot respectively.

**Table 1:** Number of hDEGs and DEGs and their regulation between oxygen conditions and model stages

Between oxygen conditions (hDEGs)				
Regulation	Primary BJ	Immortalized	Transformed	Metastasizing
Up	375	295	778	353
Down	534	795	469	441
Total	909	1090	1247	794
Within model (DEGs, atmospheric oxygen)				
Regulation	Primary versus immortalized	Immortalized versus transformed	Transformed versus metastasizing	
Up	1056	2275	562	
Down	889	1536	404	
Total	1945	3811	966	

### Functional enrichment reveals proliferation and angiogenesis as key responses to hypoxia

In order to deduce which biological functions are modulated upon moderate hypoxia, functional enrichment analysis was performed using the Database for Annotation, Visualization and Integrative Discovery (DAVID) tool [29]. Among the total of 3,063 identified hDEGs, functions related to proliferation, apoptosis, migration, adhesion and metabolic processes were significantly overrepresented (Figure 2A and Supplementary Table 2). Functional annotation clustering analyses for genes differentially up- and downregulated in each cell line respectively, were performed, and the top-three clusters are showed in Figure 2B (see Supplementary Table 2 for all significantly enriched terms and related genes). This analysis revealed that in the non-tumor primary cell line, both up- and downregulated genes are related to angiogenesis and proliferation, whereas angiogenesis and proliferative genes are among the upregulated genes in the malignant stages. Additionally, the top three upregulated clusters in the SV40-transformed cell line are mainly related to lipid metabolism and hypoxia, while the corresponding clusters for the last stage of the model are related to cell migration, proliferation and apoptosis. Corresponding downregulated clusters are related to RNA processing and regulation of apoptosis (third SV40-transformed stage), as well as interferon signaling and stress response (fourth mutated H-Ras stage). This reflects the generalized view provided by functional enrichment analysis, and the complexity of the genetic circuitry affected by the change in oxygen supply. Taken together, the enrichment analyses indicate that the four-stage model not only acquires important cancer-related milestones with decreased degree of differentiation as previously shown [13], but also distinct responses to lower oxygen levels.

**Figure 2:**
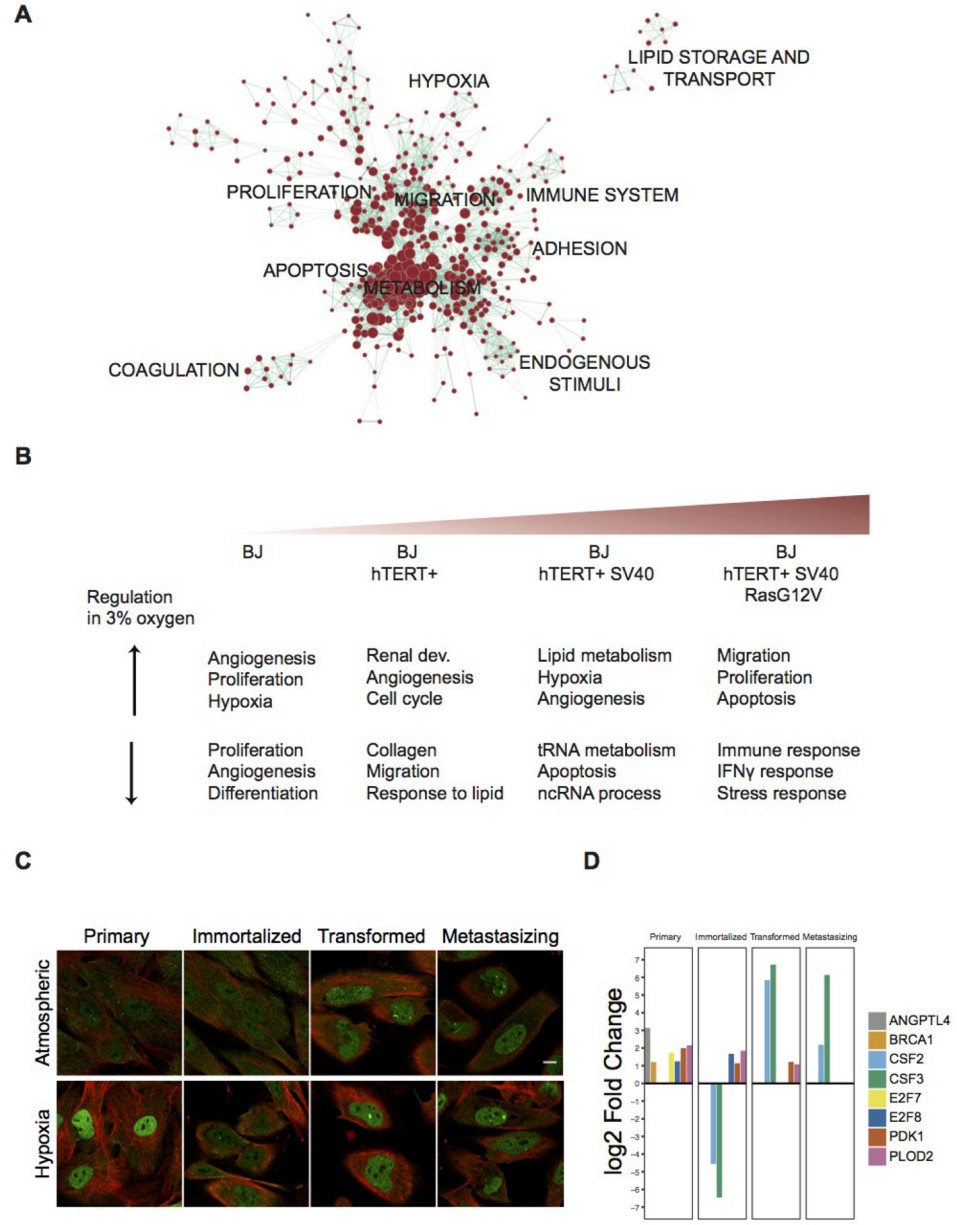
Functional Enrichment Analysis of differentially expressed gene sets and expression of HIF1a across the BJ model in both oxygen conditions (**A**) Enrichment map showing significantly enriched GO terms among all 3,063 hDEGs. Nodes represent gene-sets and edges represent mutual overlap, grouping highly redundant gene-sets together as clusters. Here, node size corresponds to the number of genes within the gene-set and edge thickness corresponds to the number of genes that overlap between two connected gene-sets. Lists of included gene-sets are supplied in Supplementary Table 2. (**B**) Top three significantly enriched clusters based on the Gene Ontology domain Biological Function in DAVID, separated for up- and downregulated genes in hypoxia at each stage of the BJ model. Lists of included gene-sets are supplied in Supplementary Table 2. (**C**) Confocal images of the four cell lines in the model immunofluorescently stained with an antibody (HPA000907) targeting HIF1a in atmospheric oxygen and hypoxia. HIF1a expression is shown in green and microtubules (Tubulin) in red. White scale bar indicates 10 um. (**D**) Bar plot showing log_2_ Fold Change for eight hDEGs involved in enriched functions. Only genes significantly differentially expressed in each stage respectively are included in the plots (*p* < 0.01, log_2_FC > 1, TPM > 1).

### Key roles by NFκB, HIF1A, and interferon signaling pathways

In order to identify the most influential molecular pathways in the response to hypoxia, we analyzed which common regulators were significantly enriched among the regulated genes for each cell line stage (complete results in Supplementary Table 3). By applying subnetwork enrichment analysis on the hDEGs, we could observe a strong response to hypoxia mediated by NFκB, and in particlular TNFα, IL1A, IL1B and IL6-regulated targets, TGFB1, and hypoxia-inducible factor 1-alpha (HIF1A/HIF1α). These were the top overrepresented expression regulators in all four stages (*p* = 3.0 E-57 – 2.0 E-15), and more than 100 hDEGs were associated with each of these factors. 

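Names of 63 to 71 targets per regulator and stage, out of 81 to 296, could be read from the paper's supplementary table. They were looked up in the limma results. In the transformed stage, 50 of 62 tested targets of TNF were higher at 3% oxygen, as were 48 of 65 of IL1B and 48 of 68 of TGFB1. In the immortalized stage, 48 of 64 targets of TNF, 55 of 67 of IL1B and 51 of 70 of TGFB1 were lower. In primary cells 44 of 68, 39 of 67 and 44 of 69 were lower, and in metastasizing cells the 2 directions were near balance, with 32 higher and 30 lower for TNF, 32 and 33 for IL1B and 37 and 34 for TGFB1. Of these targets, 47, 49 and 54 were called in the transformed stage and 41, 42 and 39 in the immortalized stage. The lists hold the paper's own hDEGs on these data, so the number called does not measure enrichment. In the paper, hDEGs were 375 up and 534 down in primary and 295 up and 795 down in immortalized cells. They were 778 up and 469 down in transformed and 353 up and 441 down in metastasizing cells. The directions of the targets may therefore follow those of all hDEGs of a stage.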

Further, we noted a gradual difference in response between the cell lines. 

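Of the 101 targets of HIF1A that the paper counts in primary cells, 68 could be read from its supplementary table. Of these, 67 were tested, of which 27 were higher and 40 lower at 3% oxygen, and 51 were called. For the later stages 69 of 125, 66 of 115 and 66 of 81 targets could be read. In immortalized cells 15 were higher and 53 lower, and in transformed cells 51 were higher and 13 lower. The metastasizing stage had 42 higher and 24 lower among 66 tested, with 61 called. The median log2 fold change of these targets was -1.10, -1.34, 1.30 and 1.22 from the first to the fourth stage. All targets are hDEGs of the paper, which change more than 2-fold, so the size of these medians follows from that choice. In the paper, metastasizing hDEGs were 353 up and 441 down, whereas the targets read for that stage were mostly higher. In the other stages the targets went the way of most of the paper's hDEGs.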

While HIF1α was among the top-15 most enriched regulators (*p* = 1.9 E-20) in the first stage, it ranked only below the top-70 most enriched regulators the fourth stage (*p* = 4.6 E-14). The primary cells further exhibited strong responses connected to transcription factors p53, JUN, FGF2 and SP1 (all *p* < 1.0 E-22), while these responses were less predominant in the later stages. In the fourth (mutated H-Ras) stage, interferon gamma (IFNG) took over as the most enriched regulator (*p* = 4.0 E-54, with 188 regulated targets).

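Targets of IFNG that could be read for the metastasizing stage numbered 67 of the paper's 188, and 65 were tested. At 3% oxygen 26 of them were higher and 39 lower, with a median log2 fold change of -1.25. The size of that median follows from choosing targets among genes that change more than 2-fold in the paper. In that stage 17 were called as higher and 37 as lower. The targets listed for the transformed stage were more often higher (44) than lower (21). Those listed for the primary (24 higher, 43 lower) and immortalized stages (9 higher, 58 lower) were mostly lower. A majority of lower targets was thus not particular to the metastasizing stage. The targets of a stage are part of its hDEGs, and in each stage most targets went the way of most of the paper's hDEGs. These directions therefore do not single out IFNG.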

### Known hypoxic stress responses corroborated in the model

The most well studied mediator of response to hypoxia is the transcription factor HIF1α. HIF1α mRNA is known to be constitutively expressed in most cells, but under normal oxygen conditions, normoxia [30, 31], HIF1α protein is hydroxylated and targeted for degradation by the von Hippel-Lindau tumor suppressor (pVHL). However, in hypoxia hydroxylation is commonly inhibited enabling HIF1α to escape proteolytic destruction and stabilize [32]. Upregulation of this protein in response to low oxygen conditions is therefore exhibited post-transcriptionally [30, 31]. In our cells, the transcript was expressed in all stages of the model and not significantly regulated (TPM values: 305, 285, 342, 309 across the model stages). 

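HIF1A (ENSG00000100644), on chromosome 14 of GRCh37 from 62162231 to 62214977, measured 305 ± 2.64, 285 ± 16.9, 342 ± 2.96 and 309 ± 29.9 TPM (SD, n = 2) at atmospheric oxygen from the first to the fourth stage. At 3% oxygen it measured 342 ± 8.83, 275 ± 8.30, 392 ± 62.2 and 257 ± 3.36 TPM. The log2 fold changes were 0.17, -0.05, 0.19 and -0.26, with adjusted p values of 0.271, 0.754, 0.195 and 0.0840 from limma with Benjamini-Hochberg adjustment and 0.306, 0.761, 0.229 and 0.121 with the replicate block. None of the alternative fits called the gene in any stage, and the lowest adjusted p among them was 0.0333, in transformed cells. In the immortalized stage the sign of the change depended on the libraries used, between -0.11 and 0.0094 with one left out.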

We used immunofluorescence to determine whether its protein levels changed across the model’s stages or after hypoxia. In the primary cells (first stage), we detected nuclear expression of HIF1α at low levels at normal oxygen levels, which was accompanied by a strong increase of the protein at hypoxic conditions (Figure 2C, left). Further, we noted a clear increase of HIF1α protein in the later stages of the model (transformed and metastasizing) under atmospheric conditions, with no further increase in response to hypoxia (Figure 2C, right). The observed expression of HIF1α supports that a normal hypoxic response occurs in the primary cells, but that this pathway is modified after transformation. HIF1α has a wide range of transcriptional targets and several of these are upregulated upon hypoxia in the pre-malignant cell lines in our dataset, including the glucose transporter PLAUR, P4HA1, HK2, LDHA and extracellular matrix remodeling PLOD2. 

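PLAUR, on chromosome 19 of GRCh37 from 44150247 to 44174699, rose in primary cells from 87.9 ± 0.0313 to 222 ± 26.9 TPM (SD, n = 2), a log2 fold change of 1.33 (adjusted p = 0.000127 from limma with Benjamini-Hochberg adjustment, 0.00216 with the replicate block, 2.28e-05 to 0.00957 over the alternative fits). In immortalized cells its change was 0.35 (adjusted p = 0.0846, 0.0550 with the replicate block, 0.0151 to 0.319 over the alternative fits), below the threshold. HK2 rose in primary cells from 12.9 ± 0.0882 to 41.6 ± 5.23 TPM, a change of 1.64 (adjusted p = 0.000104, 0.00309 with the replicate block, 8.56e-06 to 0.00922 over the alternative fits), and changed by 0.35 (adjusted p = 0.152, 0.195 with the replicate block, 0.0196 to 0.398 over the alternative fits) in immortalized cells. For HK2, the difference between these 2 responses was -1.30 (adjusted p = 0.00901, 0.0453 with the replicate block, 0.000434 to 0.0453 over the alternative fits). LDHA rose from 2001 ± 109.8 to 4569 ± 165 TPM in immortalized cells, a change of 1.19 (adjusted p = 0.000346, 0.00392 with the replicate block, 2.69e-06 to 0.00421 over the alternative fits), and by 0.92 in primary cells, which is under 2-fold. P4HA1 rose by 0.97 and 0.92 on the log2 scale in the 2 pre-malignant stages (adjusted p = 0.00111 and 0.00148, 0.00410 and 0.00489 with the replicate block), also under 2-fold, and none of the alternative fits called it there.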

We hypothesize that the lower enrichment of HIF1A targets noted in metastasizing cells upon hypoxia as noted above, may be a result of its stabilization (Figure 2D) and activity already in atmospheric oxygen, thus resulting in less changes upon hypoxia. Several other validated genes were also upregulated as a consequence of low oxygen levels. These include PDK1, known to be critical in the adaptation to hypoxia which acts by attenuating mitochondrial ROS production [33, 34]. 

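On chromosome 2 of GRCh37 from 173420101 to 173473397, PDK1 (ENSG00000152256) rose from 9.23 ± 0.792 to 39.1 ± 3.17 TPM in primary, from 17.7 ± 0.894 to 42.1 ± 1.96 TPM in immortalized and from 12.9 ± 1.49 to 30.7 ± 5.26 TPM in transformed cells (SD, n = 2). The log2 fold change was 2.02 (standard error 0.18, adjusted p = 4.87e-05 from limma with Benjamini-Hochberg adjustment, 0.00183 with the replicate block, 8.56e-06 to 0.00780 over the alternative fits) in primary cells. It was 1.22 (adjusted p = 0.000928, 0.00395 with the replicate block, 3.32e-05 to 0.00873 over the alternative fits) in immortalized cells and 1.21 (adjusted p = 0.000649, 0.00292 with the replicate block, 0.000171 to 0.0104 over the alternative fits) in transformed cells.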

PDK1 mRNA was significantly upregulated in low oxygen in the three first stages of the BJ model. 

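In metastasizing cells PDK1 measured 25.7 ± 3.20 TPM at atmospheric oxygen and 33.1 ± 8.40 TPM at 3% oxygen (SD, n = 2), a log2 fold change of 0.34 (adjusted p = 0.182 from limma with Benjamini-Hochberg adjustment, 0.115 with the replicate block, 0.0499 to 0.436 over the alternative fits). Its expression at atmospheric oxygen was higher than in transformed cells by 0.97 (adjusted p = 0.00434, 0.0134 with the replicate block, 0.000261 to 0.0134 over the alternative fits) on the log2 scale, which is under 2-fold. The difference between the hypoxia responses of these 2 stages was -0.87 (adjusted p = 0.0303, 0.0253 with the replicate block, 0.0253 to 0.115 over the alternative fits) and was not called.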

In the last stage, the metastasizing cells, it was highly expressed already under atmospheric oxygen conditions and did not increase further upon induced hypoxia. 

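PLOD2, on chromosome 3 of GRCh37 from 145752926 to 145881512, rose in primary cells from 74.1 ± 0.744 to 352 ± 18.6 TPM and in immortalized cells from 112 ± 12.2 to 434 ± 23.0 TPM (SD, n = 2). Its log2 fold changes were 2.24 (adjusted p = 1.70e-06 from limma with Benjamini-Hochberg adjustment, 0.000239 with the replicate block, 2.36e-07 to 0.00629 over the alternative fits) and 1.96 (adjusted p = 8.55e-06, 0.000586 with the replicate block, 1.78e-07 to 0.00356 over the alternative fits), and 1.11 (adjusted p = 8.75e-05, 0.00141 with the replicate block, 2.41e-05 to 0.00540 over the alternative fits) in transformed cells. Of the E2F genes, E2F8 rose in primary cells by 1.29 (adjusted p = 0.000218, 0.00393 with the replicate block, 4.54e-05 to 0.0151 over the alternative fits) and in immortalized cells by 1.63 (adjusted p = 6.04e-05, 0.00266 with the replicate block, 2.69e-06 to 0.00561 over the alternative fits), while E2F7 rose in primary cells by 1.78 (adjusted p = 0.000102, 0.00244 with the replicate block, 5.98e-05 to 0.0132 over the alternative fits) and changed by 0.11 in immortalized cells. BRCA1 rose by 1.27 (adjusted p = 0.000298, 0.00603 with the replicate block, 8.64e-05 to 0.0138 over the alternative fits) in primary cells and by 0.97 (adjusted p = 0.00129, 0.0123 with the replicate block, 9.43e-05 to 0.0123 over the alternative fits) in immortalized cells, where none of the alternative fits called it. ANGPTL4 rose in primary cells from 2.55 ± 0.286 to 24.1 ± 15.3 TPM, with 34.9 and 13.3 TPM in the 2 libraries at 3% oxygen, a change of 2.86 (adjusted p = 0.00350, 0.0132 with the replicate block, 0.00180 to 0.0243 over the alternative fits). In immortalized cells ANGPTL4 stayed under 5 TPM in every library, with a change of 1.25 (adjusted p = 0.112, 0.126 with the replicate block, 0.0564 to 0.171 over the alternative fits).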

PLOD2, a known prognostic factor upregulated in several tumors, and genes involved in angiogenesis, such as E2F, BRCA1 and ANGPTL4, were also among the hypoxia-induced genes in the two pre-malignant cell lines (Figure 2D). Thus, we found that both HIF1a and several other hypoxia-related factors increased normally in the early stages of the model, but in the latter two stages their levels were elevated already under normal oxygen conditions.

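At atmospheric oxygen, PLOD2 measured 226 ± 5.29 TPM in transformed and 438 ± 42.8 TPM in metastasizing cells (SD, n = 2). Its step from the immortalized to the transformed stage was 1.02 (adjusted p = 2.75e-05 from limma with Benjamini-Hochberg adjustment, 0.000182 with the replicate block, 1.03e-06 to 0.00161 over the alternative fits). Over the alternative fits this step was as low as 0.80, under 2-fold, and 2 of the 13 did not call it. BRCA1 measured 14.6 ± 1.06 TPM in immortalized and 36.9 ± 3.55 TPM in transformed cells, a step of 1.30 (adjusted p = 3.45e-05, 0.000178 with the replicate block, 2.27e-06 to 0.00140 over the alternative fits). E2F8 rose over the same step by 2.07 (adjusted p = 9.45e-07, 4.42e-06 with the replicate block, 3.63e-08 to 0.000707 over the alternative fits), whereas PDK1 changed by -0.45 (adjusted p = 0.0558, 0.0894 with the replicate block, 0.00497 to 0.0894 over the alternative fits). ANGPTL4 measured 0.874 ± 0.292 and 0.430 ± 0.209 TPM at atmospheric oxygen in the transformed and metastasizing stages, under 1 TPM and below its 2.55 ± 0.286 TPM in primary cells.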

### Transcriptome changes in low oxygen resembles the process of malignant transformation

Our functional analysis of the identified hDEGs revealed several biological functions that are highly relevant in a cancer context (Figure 2). To connect the changes induced by hypoxia to those related to an increased degree of malignancy within the model, we compared the sets of hDEGs with the corresponding progressive DEGs identified across the model stages (Figure 3A, Table 1, Supplementary Tables 1 and 4).

**Figure 3:**
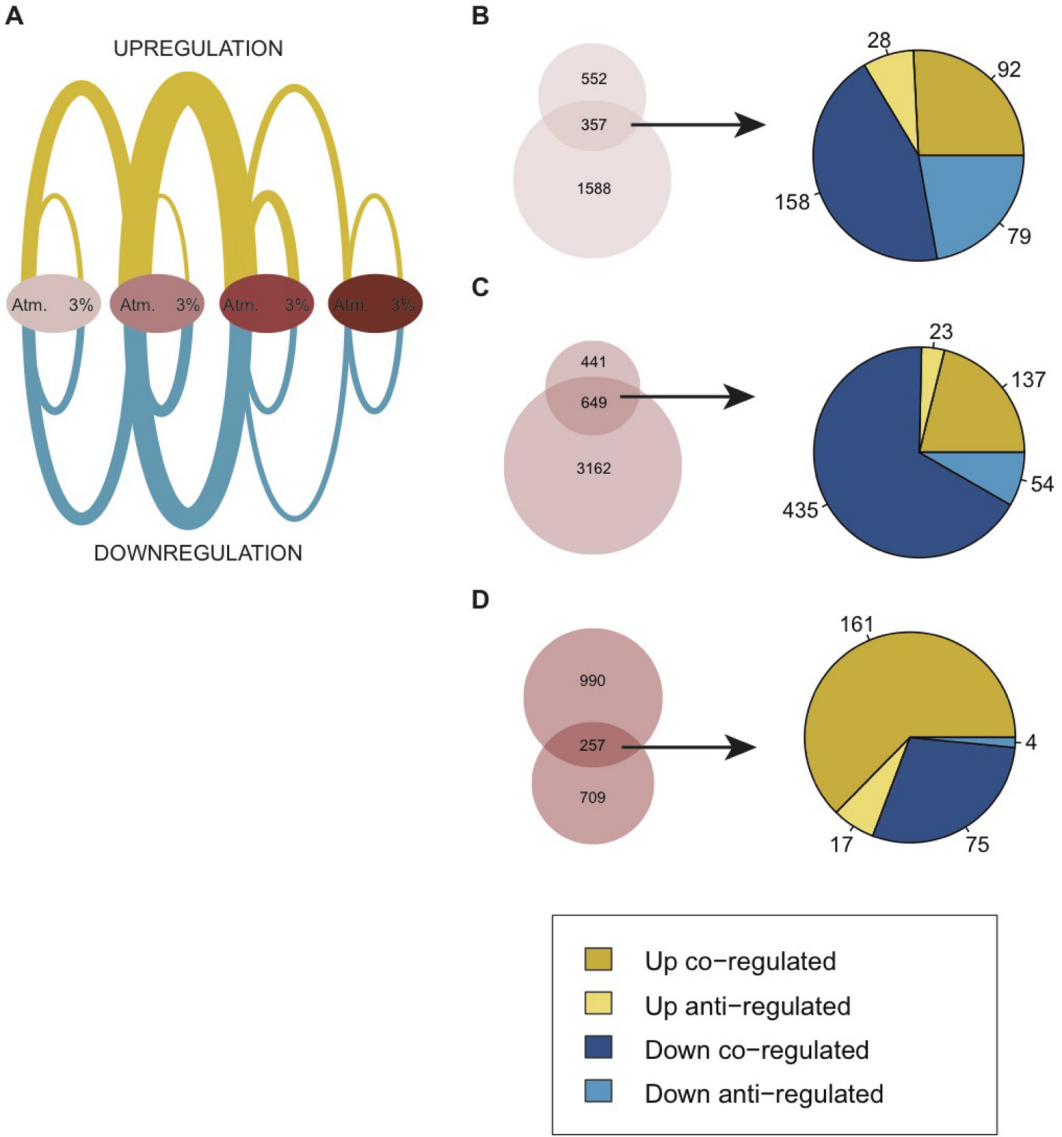
Comparison of differential gene expression due to moderate hypoxia (hDEGs) and differential gene expression changes within the BJ cell model (DEGs) (**A**) Arc plot showing the relative amount of DEGs and hDEGs at each stage of the model. Edges between the ovals represent DEGs and edges within each oval represent hDEGs. Atmospheric oxygen level is abbreviated “Atm.”. Up-regulation is indicated in yellow and down-regulation in blue. Lists of all DEGs and hDEGs are found in Supplementary Tables 1 and 4. (**B**–**D**) Venn diagrams showing the overlap of hDEGs in each stage of the model and DEGs between the current stage and subsequent stage within the model at atmospheric oxygen. Upper circles represent hDEGs and lower circles represent DEGs. Pie charts representing the shared genes in each Venn diagram show the distribution of up- and downregulation and how genes are regulated in the same way (co-regulation) or opposite way (anti-regulation) under hypoxic conditions relative to tumor progression.

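In primary cells, 212 of the 646 hDEGs (32.8%, 95% Wilson interval 29.3 to 36.5%) were also called between the primary and immortalized stages at atmospheric oxygen. Of these, 148 (69.8%, 95% Wilson interval 63.3 to 75.6%) changed in the same direction in both comparisons, 87 of them down and 61 up. With the replicate letter as a block, 85 of 115 (73.9%) did so, and the deviations of same-letter libraries correlated at 0.246 across genes for the step between the stages. Fitting only the libraries compared moved the share most among fits of the same comparison, to 78.2%. Both comparisons use the same 2 primary libraries at atmospheric oxygen, so the intervals cover counting error only.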

Of the 909 hDEGs identified in the primary cell line, over a third (*N* = 357) were also differentially expressed between the primary and immortalized stages under atmospheric conditions (under which the model was initially created) and a majority of these (*N* = 250) were regulated in the same direction (co-regulated), mostly downregulated (Figure 3B). Thus, many of the changes incurred by the carcinogenesis process were enhanced by low oxygen. 

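CDKN1C, on chromosome 11 of GRCh37 from 2904443 to 2907005, fell in primary cells from 2.00 ± 0.0379 to 0.174 ± 0.111 TPM at 3% oxygen (SD, n = 2), a log2 fold change of -1.90 (adjusted p = 0.000511 from limma with Benjamini-Hochberg adjustment, 0.00806 with the replicate block, 0.000299 to 0.0222 over the alternative fits). At these levels the 0.5 TPM added before the logarithm holds the change down. From the primary to the immortalized stage at atmospheric oxygen the gene changed by -1.42 on the log2 scale (adjusted p = 0.00131, 0.00181 with the replicate block). CDKN2A fell at 3% oxygen from 6.60 ± 2.41 to 1.25 ± 1.12 TPM, a change of -2.14 (adjusted p = 0.00215, 0.0211 with the replicate block, 0.00110 to 0.0565 over the alternative fits), and its step to the immortalized stage was -3.62 (adjusted p = 3.08e-05, 5.15e-05 with the replicate block, 1.11e-05 to 0.00409 over the alternative fits). THBS1 measured 3098 ± 12.5 TPM at atmospheric and 1552 ± 90.7 TPM at 3% oxygen, a change of -0.998 (adjusted p = 0.202, 0.202 with the replicate block, 0.0106 to 0.361 over the alternative fits), and its step was -2.03 (adjusted p = 0.0138, 0.0143 with the replicate block, 8.81e-05 to 0.0262 over the alternative fits). Except in the fit of only the libraries compared, the p values of THBS1 rest on the spread of all groups, not of those libraries alone. THBS2 changed by -0.99 (adjusted p = 0.00152, 0.00807 with the replicate block, 0.000209 to 0.0150 over the alternative fits) at 3% oxygen, just under 2-fold, and by -1.51 (adjusted p = 4.11e-05, 0.000316 with the replicate block, 3.41e-06 to 0.00219 over the alternative fits) between the stages. Under median-ratio rescaling and under quantile normalization, THBS2 was called in primary cells.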

For example, genes involved in cell cycle arrest (such as the Cyclin dependent Kinase inhibitors 1C and 2A [CDKN1C,CDKN2A] and trombospondin 1 and 2 [THBS1,THBS2] were downregulated under both conditions. Others, such as proliferation and vasculature development genes (e.g. E2F receptors and several chemokines) were upregulated in both hypoxia and upon the introduction of hTERT, (Supplementary Tables 1 and 4). 

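From the primary to the immortalized stage at atmospheric oxygen, E2F7 rose by 1.39 (adjusted p = 0.000162 from limma with Benjamini-Hochberg adjustment, 0.000368 with the replicate block, 7.44e-05 to 0.0111 over the alternative fits) on the log2 scale, whereas the step of E2F8 was -1.21 (adjusted p = 0.000111, 0.000204 with the replicate block, 1.92e-05 to 0.0101 over the alternative fits). The chemokine CXCL8, on chromosome 4 of GRCh37 from 74606236 to 74609433, measured 1.72 ± 0.749 TPM in primary cells at atmospheric oxygen and 8.45 ± 4.91 TPM at 3% oxygen (SD, n = 2), a log2 fold change of 1.93 (adjusted p = 0.0789, 0.0691 with the replicate block, 0.0294 to 0.130 over the alternative fits) that was not called. Between the primary and immortalized stages it rose by 10.40 (adjusted p = 2.29e-06, 2.25e-05 with the replicate block, 2.48e-07 to 0.00108 over the alternative fits).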

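Of the 592 hDEGs of immortalized cells, 385 (65.0%, 95% Wilson interval 61.1 to 68.8%) were also called between the immortalized and transformed stages at atmospheric oxygen. The direction was the same for 352 of them (91.4%, 95% Wilson interval 88.2 to 93.8%), 121 up and 231 down. A fit with the replicate letter as a block gave 216 of 232 (93.1%), and same-letter deviations correlated at -0.169 for the step between the stages. As in the primary stage, the atmospheric libraries enter both comparisons.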

For the immortalized cell line the resemblance between hypoxic response and the stepwise process of malignant transformation was even more prominent, sharing 60% (*N* = 649) of the hDEGs with DEGs introduced due to SV40 transformation (Figure 3C). This includes the upregulation of mitotic genes linked to increased proliferation (e.g. the Aurora Kinase [AURKA], Cyclin E2 [CCNE2], kinetochore scaffold 1 [KNL1] and centrosomal protein 83 [CEP83]). 

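CCNE2, on chromosome 8 of GRCh37 from 95891998 to 95908906, rose in immortalized cells from 13.6 ± 1.65 to 34.6 ± 0.165 TPM at 3% oxygen (SD, n = 2), a log2 fold change of 1.33 (adjusted p = 5.15e-05 from limma with Benjamini-Hochberg adjustment, 0.00373 with the replicate block, 2.69e-06 to 0.00563 over the alternative fits), and its step to the transformed stage was 0.95 (adjusted p = 4.28e-05, 0.000289 with the replicate block, 2.76e-06 to 0.00357 over the alternative fits), which is under 2-fold. CEP83 rose from 3.86 ± 0.146 to 9.39 ± 1.87 TPM, a change of 1.17 (adjusted p = 0.00509, 0.0240 with the replicate block, 0.000850 to 0.0240 over the alternative fits), and by 1.80 (adjusted p = 8.31e-05, 0.000314 with the replicate block, 1.28e-05 to 0.000986 over the alternative fits) between the stages. AURKA rose from 46.9 ± 2.02 to 107 ± 2.24 TPM at 3% oxygen, a change of 1.19 (adjusted p = 0.0189, 0.0292 with the replicate block, 9.81e-05 to 0.0355 over the alternative fits), which was not called, and by 2.54 (adjusted p = 5.24e-05, 0.000104 with the replicate block, 6.35e-08 to 0.000201 over the alternative fits) between the stages. KNL1 changed by 1.40 (adjusted p = 0.0414, 0.0617 with the replicate block, 0.00512 to 0.0718 over the alternative fits) at 3% oxygen and by 1.59 (adjusted p = 0.0109, 0.0123 with the replicate block, 0.00288 to 0.0205 over the alternative fits) between the stages, neither of which was called. Fitting only the libraries compared called the changes of AURKA and KNL1 at 3% oxygen. Both libraries at 3% oxygen lay above both at atmospheric oxygen for all 4 genes.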

Additionally, several matrix metallopeptidases [MMP1, MMP11, MMO14 and MMP2] as well as proteins involved in collagen metabolism [CTSB, CTSK, CTSL, CTSS] and immune responses (interleukins and C-X-C motif chemokine ligands) were downregulated in the immortalized cell line due to both perturbations further supporting a link between hypoxic response and tumor progression (Supplementary Tables 1 and 4).

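MMP1, on chromosome 11 of GRCh37 from 102660132 to 102668891, fell in immortalized cells from 877 ± 245 to 241 ± 15.5 TPM (SD, n = 2), a log2 fold change of -1.84 (adjusted p = 0.00312 from limma with Benjamini-Hochberg adjustment, 0.00930 with the replicate block, 0.000109 to 0.0101 over the alternative fits). MMP14 changed by -1.22 (adjusted p = 0.00127, 0.0109 with the replicate block, 1.82e-05 to 0.0109 over the alternative fits), MMP2 by -0.94 (adjusted p = 0.00110, 0.0117 with the replicate block, 5.18e-05 to 0.0117 over the alternative fits) and MMP11 by -1.36 (adjusted p = 0.125, 0.0236 with the replicate block, 0.0122 to 0.211 over the alternative fits), and of these 3 genes MMP14 alone was called. Between the immortalized and transformed stages the changes were -1.09 for MMP1, which was not called, -2.47 for MMP14, -3.33 for MMP2 and -2.43 for MMP11, the last of which was not called with the replicate block. Among the cathepsins, CTSK fell from 1508 ± 189 to 199 ± 3.86 TPM, a change of -2.91 (adjusted p = 0.000450, 0.00710 with the replicate block, 3.06e-06 to 0.00710 over the alternative fits). CTSB and CTSL changed by -1.42 and -1.10 on the log2 scale (adjusted p = 1.59e-05 and 6.88e-05, 0.00247 and 0.00371 with the replicate block). CTSS changed by -2.79 (adjusted p = 0.00774, 0.0249 with the replicate block, 0.000622 to 0.0249 over the alternative fits). Over the step to the transformed stage the cathepsins changed by -8.32 (CTSK), -2.29 (CTSB), -1.52 (CTSL) and -3.27 (CTSS).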

The third stage, in which an SV40 transformation is introduced and whose gene expression was most affected by the hypoxic condition of all cell lines in the model, displayed the least overlap between hDEGs and DEGs. Only 32% of the hDEGs (*N* = 257) were also altered due to the RasG12V introduction. However, almost the complete set of these genes (*N* = 236) were co-regulated, exhibiting the same direction of regulation upon hypoxia as upon RASG12V introduction. 

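In transformed cells, 122 of the 916 hDEGs (13.3%, 95% Wilson interval 11.3 to 15.7%) were also called between the transformed and metastasizing stages at atmospheric oxygen, and 91 of 612 with the replicate letter as a block. Over the alternative fits the share ranged from 12.5% to 18.4%. Same-letter deviations correlated at 0.0664 for the step between these stages. For that step the block was a letter effect of each oxygen level, shared by all stages.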

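The direction was the same for 114 of the 122 shared genes (93.4%, 95% Wilson interval 87.6 to 96.6%), 84 of them up and 30 down, and opposite for 8. With the block, 87 of 91 (95.6%) changed in the same direction.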

Examples include the upregulation of several hypoxia-linked genes (e.g. BNIP3L, BNIP3, STC1, STC2, VEGFA and ICAM1) (Figure 3D, Supplementary Tables 1 and 4). Thus, in this isogenic cell model we note a strong similarity between the transcriptome regulated by hypoxia and that of the carcinogenesis process.

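BNIP3L, on chromosome 8 of GRCh37 from 26240570 to 26363152, rose in transformed cells from 72.2 ± 2.00 to 312 ± 31.8 TPM at 3% oxygen (SD, n = 2), a log2 fold change of 2.10 (adjusted p = 3.97e-06 from limma with Benjamini-Hochberg adjustment, 0.000958 with the replicate block, 6.02e-07 to 0.00291 over the alternative fits), and by 1.19 (adjusted p = 0.000135, 0.000913 with the replicate block, 3.24e-06 to 0.00117 over the alternative fits) to the metastasizing stage at atmospheric oxygen. BNIP3 rose by 1.90 (adjusted p = 5.51e-05, 0.00184 with the replicate block, 9.86e-07 to 0.00258 over the alternative fits) at 3% oxygen and by 1.53 between the stages. STC1 rose from 5.97 ± 0.159 to 73.9 ± 20.8 TPM, a change of 3.50 (adjusted p = 0.00135, 0.00321 with the replicate block, 0.000285 to 0.00683 over the alternative fits), and its step of 2.19 (adjusted p = 0.0258, 0.0346 with the replicate block, 0.00101 to 0.0453 over the alternative fits) was not called. STC2 rose by 1.81 (adjusted p = 0.000637, 0.00345 with the replicate block, 6.00e-05 to 0.00403 over the alternative fits) at 3% oxygen and by 1.23 (adjusted p = 0.00990, 0.00673 with the replicate block, 0.000257 to 0.0187 over the alternative fits) between the stages. ICAM1 rose from 17.5 ± 0.560 to 91.2 ± 39.8 TPM, a change of 2.28 (adjusted p = 0.000124, 0.00201 with the replicate block, 2.56e-05 to 0.00967 over the alternative fits), and by 1.60 between the stages. The step of VEGFA between the stages was 1.35 (adjusted p = 0.00241, 0.00308 with the replicate block, 7.96e-05 to 0.00513 over the alternative fits).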

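Each hDEG set was also compared with the DEGs between the same stages at 3% oxygen, in which the libraries at atmospheric oxygen take no part. The same direction was then found for 29 of 216 shared genes (13.4%) in the primary, 56 of 211 (26.5%) in the immortalized and 18 of 230 (7.83%) in the transformed stage. In this comparison the libraries at 3% oxygen enter both sides with opposite signs, as those at atmospheric oxygen enter both with the same sign in the comparison above. Libraries of the same letter deviated with correlations of 0.167, 0.112 and 0.0625 in the 3 steps at 3% oxygen.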

### SV40 triggers capability of metabolic switching

Among all hDEGs, enzymes related to metabolic pathways exhibited an overall upregulation (Figure 4A–4D and Supplementary Table 5). 

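Enzymes and KEGG categories were taken from Supplementary Table 5, where 188 of the 282 enzymes (66.7%) could be matched to a gene by symbol, so the counts cover part of the paper's list. Among matched enzymes, 16 hDEGs were up and 13 down in primary, 12 up and 24 down in immortalized, 23 up and 30 down in transformed and 11 up and 22 down in metastasizing cells. Their mean log2 fold changes were 0.15, -0.78, -0.15 and -0.38. Under median-ratio rescaling the counts were 14 up and 20 down in primary, 8 and 33 in immortalized, 23 and 30 in transformed and 13 and 16 in metastasizing cells, which reverses the larger side in the primary stage, and the means were -0.23, -1.14, -0.15 and -0.018.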

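Of 172 matched enzymes tested in transformed cells, 53 were hDEGs, the highest number of the 4 stages, against 29 of 169 in primary, 36 of 177 in immortalized and 33 of 173 in metastasizing cells. The category with the most hDEGs in transformed cells was amino acid metabolism, with 11 up and 9 down among 33 genes tested.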

Across the different stages of the model, the third SV40-transformed stage displayed a relatively high number of upregulated metabolic genes; supporting our hypothesis that metabolic switching primarily occurs at this stage (Figure 4C). 

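In immortalized cells, 11 of 44 matched enzymes of lipid metabolism were hDEGs, all of them lower at 3% oxygen, with a mean log2 fold change of -2.21. Carbohydrate metabolism, where 37.5% of the listed enzymes were matched, had 3 up and 2 down, and amino acid metabolism had 1 up and 2 down. Over all tested enzymes, called or not, the means were -0.81 for lipid, 0.03 for carbohydrate and -0.25 for amino acid metabolism. Under median-ratio rescaling the hDEGs were 0 up and 12 down for lipid, 1 up and 3 down for amino acid and 3 up and 5 down for carbohydrate metabolism, which reverses the larger side in the last, where the mean over all tested enzymes became -0.08.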

Down-regulation of genes belonging to lipid, carbohydrate and amino acid metabolism occurred in the immortalized cell line (Figure 4B). 

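Glycan biosynthesis and metabolism had 4 up and 0 down among 27 matched enzymes in transformed cells, with a mean log2 fold change of 1.45 over those called and 0.24 over all that were tested, of which 13 were lower, and 5 up and 5 down among 26 in metastasizing cells. For nucleotide metabolism the hDEGs were 1 up and 5 down in transformed and 1 up and 2 down in metastasizing cells, and for lipid metabolism they were 4 up and 7 down in metastasizing cells, or 6 up and 6 down under median-ratio rescaling.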

As shown in Figure 4C–4D, there was an evident upregulation of biosynthetic pathways during low oxygen conditions in the transformed and metastasizing stages. The downregulated enzymes in the immortalized cell line were almost entirely reversed in favor of lipid, carbohydrate and amino acid metabolic pathways in the third transformed stage. This exemplifies how the SV40-transformation appears to induce rewiring of energy metabolism, more specifically fatty acid metabolism, with known implications in clinical cancers [35]. 

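Lipid metabolism had 2 up and 8 down in transformed cells, with a mean log2 fold change of -0.83 over the hDEGs and -0.11 over all 42 enzymes tested. Carbohydrate metabolism had 2 up and 2 down, and the mean over all its tested enzymes was -0.21. For amino acid metabolism the means were 0.19 over the hDEGs and 0.03 over all enzymes tested.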

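On chromosome 7 of GRCh37 from 134127108 to 134144036, AKR1B1 fell in immortalized cells from 2489.9 ± 647 TPM at atmospheric oxygen to 546 ± 29.8 TPM at 3% oxygen (SD, n = 2), a log2 fold change of -2.16 (standard error 0.27, adjusted p = 0.000366 from limma with Benjamini-Hochberg adjustment, 0.00362 with the replicate block, 1.65e-05 to 0.00569 over the alternative fits). In transformed cells it rose from 237 ± 6.09 to 1156 ± 559.9 TPM, with the 2 libraries at 3% oxygen at 760.0 and 1552 TPM, a change of 2.20 (adjusted p = 0.000224, 0.00222 with the replicate block, 4.75e-05 to 0.0121 over the alternative fits). The difference between these responses was 4.36 (adjusted p = 4.06e-05, 0.00150 with the replicate block, 4.46e-06 to 0.00150 over the alternative fits). Primary and metastasizing cells showed rises of 0.86 and 0.85 that were not called, and at atmospheric oxygen the immortalized value was the highest of the 4 stages.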

The aldo-keto reductase AKR1B1, involved in glycerolipid metabolism and often overexpressed in human cancers and recently shown to promote breast cancer progression, showed a strong up-regulation in the third SV40-transformed stage (log_2_FC = 2.3), whereas it was downregulated in the immortalized stage (log_2_FC = −2.3) [36]. Stearoyl-CoA (SCD), involved in the metabolism of fatty acids, is another example of a protein that showed a reversed regulation between the immortalized and transformed stages (log_2_FC = −1.8 and log_2_FC = 1.1 respectively). 

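SCD, on chromosome 10 of GRCh37 from 102106990 to 102124583, fell in immortalized cells from 717 ± 14.1 to 216 ± 9.18 TPM (SD, n = 2), a log2 fold change of -1.73 (adjusted p = 0.00388 from limma with Benjamini-Hochberg adjustment, 0.0113 with the replicate block, 1.43e-05 to 0.0113 over the alternative fits). In transformed cells it rose from 87.5 ± 1.79 to 188 ± 41.7 TPM, a change of 1.08 (adjusted p = 0.0298, 0.0339 with the replicate block, 0.00121 to 0.0526 over the alternative fits) that was not called. The difference between the 2 responses was 2.81 (adjusted p = 0.00145, 0.00582 with the replicate block, 1.28e-05 to 0.00582 over the alternative fits). In primary cells SCD changed by 1.06 (adjusted p = 0.0395, 0.0458 with the replicate block, 0.00131 to 0.0673 over the alternative fits) and in metastasizing cells by -1.19 (adjusted p = 0.0227, 0.0304 with the replicate block, 0.0129 to 0.185 over the alternative fits).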

Knockdown of this protein has previously been shown to induce apoptosis in tumor cells grown *in vitro*, indicating the ability for the SV40-transformed cells to evade apoptosis through up-regulation of this metabolic process [37, 38]. Another distinct difference between the stages of the model is the down-regulation of energy metabolism in the metastasizing stage (Figure 4D). 

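In metastasizing cells, 18 of the 21 matched enzymes of energy metabolism were lower at 3% oxygen, with a mean log2 fold change of -0.82, and 1 of them was called. Of these genes, 8 are encoded by the mitochondrial genome and had a mean of -1.36, and the other 13 had a mean of -0.49. Under median-ratio rescaling the means over all and over the nuclear genes were -0.69 and -0.36. The category's means were 0.11, -0.32 and -0.20 in primary, immortalized and transformed cells. No test of the category was made, and the share of TPM from the mitochondrial genome ranged from 0.851% to 4.33% over the 16 libraries.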

In summary, our data support that a metabolic switch takes place in the SV40 transformation stage.

**Figure 4:**
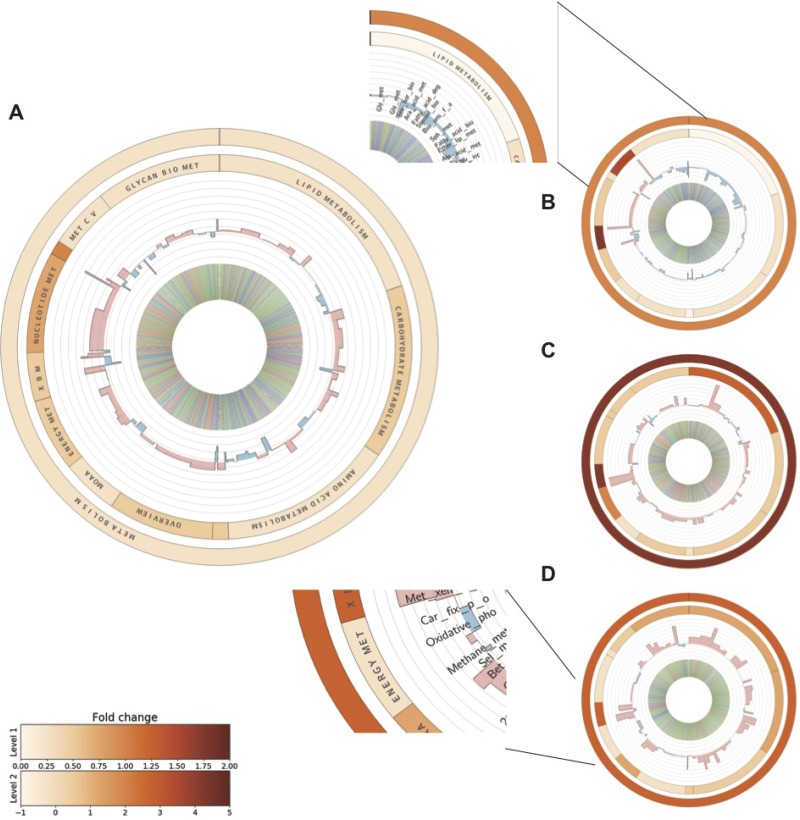
Metabolic profiling of differentially expressed genes at each stage of the BJ model PACFM plots based on the metabolic profiling (using the KEGG Orthology database) of RNA-Seq data showing fold changes of metabolic functions in atmospheric oxygen versus hypoxia for the cell lines across the BJ model: primary stage (**A**), immortalized stage (**B**), transformed stage (**C**) and metastasizing stage (**D**). Functional categories are indicated in the enlarged plot representing the primary stage. The outer and the inner circular heat maps show the average log_2_ fold changes of the functional categories within metabolism and the second hierarchy level KEGG Orthology functions, respectively. The bars in the third level represent the average fold changes of pathway level categories. Upregulated pathways are represented with red, and downregulated pathways are shown in blue. Similarly, the inner most circle shows the fold changes of individual enzymes where red and blue represent up- and downregulation respectively and green bars represent no change in expression between oxygen levels. Full names of the abbreviated KEGG categories can be found in Supplementary Table 5.

### SV40-transformation renders distinct adaptation to moderate hypoxia

By comparing hDEGs shared across the model stages, the impact of the SV40 Large-T oncogene becomes clear: not only were the basal levels of HIF1α higher (Figure 2C) and a metabolic switch indicated, but more genes were differentially regulated in response to low oxygen in this stage (stage 3, BJ hTERT+ SV40+) than in the others. 

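Differences between the hypoxia responses of neighbouring stages were tested directly, as the interaction of stage and oxygen in the limma fit, with the same thresholds. The test called 235 genes between the primary and immortalized, 1522 between the immortalized and transformed and 1065 between the transformed and metastasizing stages. With the replicate letter as a block the counts were 5, 887 and 439, and fitting only the libraries compared gave 377, 1686 and 123. The order of the first and the last of these counts thus depended on the fit, while the middle count was the highest in each of the 3 fits. On simulated data the interaction test found 139 of 200 changed genes (69.5%) and called 1 unchanged gene among 12578. Those data had an equal spread in all groups and covered the immortalized and transformed stages only.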

Additionally, the hDEGs shared with the previous immortalized stage (BJ hTERT+) were also more often regulated in the opposite direction (anti-regulated). Figure 5A shows the overlap of hDEGs between the sequential steps in the model (for the complete set of overlaps see Supplementary Figure 3). 

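Primary and immortalized cells shared 132 hDEGs, of which 123 (93.2%, 95% Wilson interval 87.5 to 96.4%) changed in the same direction, 58 up and 65 down. With the replicate letter as a block, 63 of 67 (94.0%) did so, and the check values of the block for these stages were -0.168 and -0.113. Over the alternative fits the share ranged from 89.7% to 94.7%.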

Among the 264 hDEGs that were shared between the primary and the immortalized cells, (Figure 5A) 89% (*N* = 236) were co-regulated (Figure 5B). Several of the upregulated genes are related to proliferation, such as the E2F receptor, MCM10, and the proliferation marker MKI67. In contrast to this, 73% (*n* = 157) of the 216 hDEGs shared between the immortalized and transformed cells were anti-regulated (Figure 5C), indicating a divergent response to hypoxia. 

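MCM10, on chromosome 10 of GRCh37 from 13203558 to 13253110, rose from 13.7 ± 0.146 to 32.7 ± 3.77 TPM in primary and from 4.63 ± 1.24 to 11.2 ± 0.282 TPM in immortalized cells (SD, n = 2), log2 fold changes of 1.22 (adjusted p = 0.000539 from limma with Benjamini-Hochberg adjustment, 0.00634 with the replicate block, 0.000234 to 0.0120 over the alternative fits) and 1.21 (adjusted p = 0.000582, 0.00684 with the replicate block, 4.96e-05 to 0.0169 over the alternative fits). MKI67 rose from 59.2 ± 6.65 to 136 ± 21.9 TPM in primary cells, a change of 1.19 (adjusted p = 0.00513, 0.00872 with the replicate block, 0.00161 to 0.0173 over the alternative fits), and by 1.11 (adjusted p = 0.00685, 0.0110 with the replicate block, 0.000589 to 0.0207 over the alternative fits) in immortalized cells. In transformed cells MCM10 changed by -0.72 on the log2 scale, and the difference from the immortalized response was -1.93 (adjusted p = 0.000201, 0.00358 with the replicate block, 4.58e-05 to 0.00358 over the alternative fits). For E2F8 that difference was -1.50 (adjusted p = 0.000498, 0.00488 with the replicate block, 6.85e-05 to 0.00614 over the alternative fits).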

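Immortalized and transformed cells shared 92 hDEGs, of which 62 (67.4%, 95% Wilson interval 57.3 to 76.1%) changed in opposite directions and 30 in the same direction. Of the 62, 47 were down in immortalized and up in transformed cells, and 15 the other way round. The replicate block left 49 shared hDEGs, 15 of which (30.6%) changed in the same direction, and the check value for the transformed stage was -0.0855. Over the alternative fits the same-direction share ranged from 27.6% to 40.6%.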

Most of these were upregulated in the SV40-transformed cells, but down-regulated in the immortalized cells, such as Interleukin 8 [CXCL8] upregulated in the SV40 transformed cells (log_2_FC = 4.6) but downregulated (log_2_FC = -5.2) in the immortalized cell stage. This protein is known to promote the expression of VEGFA which mediates homeostatic adaptation to hypoxic condition by promoting vascularization to compensate for the decrease in oxygen supply [39]. 

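CXCL8 (ENSG00000169429) measured 2989 ± 939 TPM in immortalized cells at atmospheric oxygen and 85.7 ± 17.5 TPM at 3% oxygen (SD, n = 2), with a standard error of 0.75 and an adjusted p = 0.000880 from limma with Benjamini-Hochberg adjustment (0.00495 with the replicate block, 2.93e-05 to 0.00495 over the alternative fits) for its fall on the log2 scale. In transformed cells it measured 31.3 ± 0.335 TPM at atmospheric oxygen and 191 and 1385 TPM in the 2 libraries at 3% oxygen. The log2 fold change there was 4.02 (adjusted p = 0.00225, 0.00628 with the replicate block, 0.000584 to 0.0293 over the alternative fits), and it was 2.59 without the higher library. The difference between the 2 responses was 9.11 (adjusted p = 0.000157, 0.00242 with the replicate block, 1.43e-05 to 0.00242 over the alternative fits).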

VEGFA was also upregulated in the SV40 transformed cells (log_2_FC = 2.3). 

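VEGFA, on chromosome 6 of GRCh37 from 43737921 to 43754224, rose in transformed cells from 30.2 ± 4.57 to 149.8 ± 16.0 TPM (SD, n = 2), a log2 fold change of 2.29 (standard error 0.23, adjusted p = 6.86e-05 from limma with Benjamini-Hochberg adjustment, 0.00200 with the replicate block, 9.29e-06 to 0.00467 over the alternative fits). With each library left out it stayed between 2.14 and 2.45. In immortalized cells the change was -0.37, and the difference between the 2 responses was 2.67 (adjusted p = 0.000208, 0.00321 with the replicate block, 1.29e-05 to 0.00321 over the alternative fits).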

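SOD2, which the annotation places on chromosome 6 of GRCh37 from 160090101 to 160183561, fell in immortalized cells from 1994 ± 302 to 166 ± 18.6 TPM at 3% oxygen (SD, n = 2), a log2 fold change of -3.58 (standard error 0.45, adjusted p = 0.000402 from limma with Benjamini-Hochberg adjustment, 0.00392 with the replicate block, 7.60e-06 to 0.00392 over the alternative fits). In transformed cells it measured 74.1 ± 5.97 TPM at atmospheric oxygen and 157 and 533 TPM in the 2 libraries at 3% oxygen, a change of 1.96 (adjusted p = 0.00718, 0.0144 with the replicate block, 0.00137 to 0.0538 over the alternative fits). The difference between these 2 responses was 5.54 (adjusted p = 0.000159, 0.00269 with the replicate block, 9.09e-06 to 0.00269 over the alternative fits). Changes of 0.11 in primary and 0.09 in metastasizing cells were not called, and the first had the opposite sign under quantile normalization and the second without metastasizing replicate b at 3% oxygen.

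**Figure D1:**
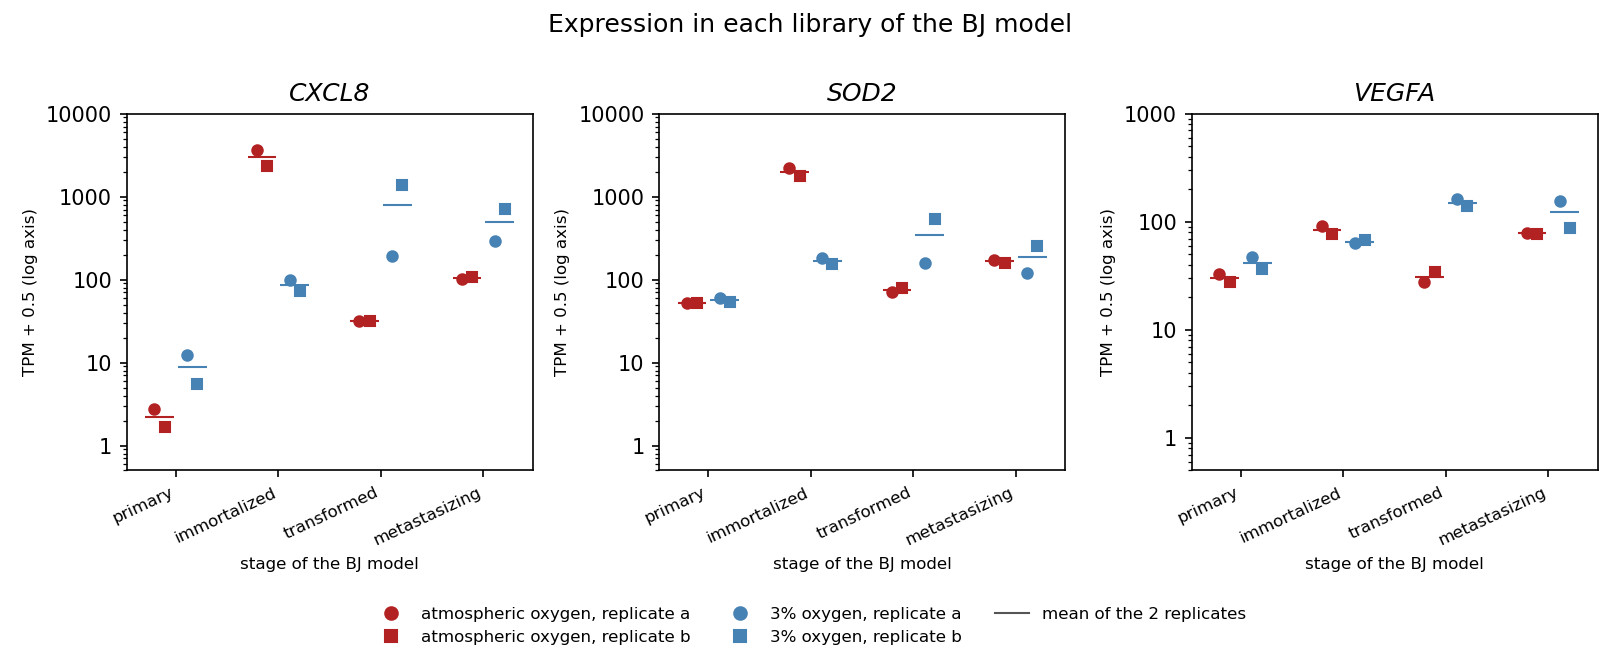
Expression of CXCL8, SOD2 and VEGFA in each of the 16 libraries, as TPM + 0.5 on a log axis against the stage of the BJ model, with circles for replicate a, squares for replicate b, red for atmospheric oxygen, blue for 3% oxygen and bars for the mean of the 2 replicates. SOD2 lies at 1994 TPM in immortalized cells at atmospheric oxygen and at 51.9, 74.1 and 165 TPM in the other stages at that oxygen level.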

Further, one of the most important regulators of cellular redox state in normal and cancer cells, the mitochondrial superoxide dismutase SOD2, which catalyzes the transformation of superoxide radicals (O_2_-) into either oxygen (O_2_) or peroxide (H_2_O_2_), was anti-regulated in pre-transformed versus transformed stages: downregulated in the immortalized cells (log_2_FC = −3.7) and upregulated in the SV40-transformed cells (log_2_FC = 2.2). The hypoxia-mediated increase of SOD2 in transformed cells points to their ability to evade apoptosis by fighting increased intracellular ROS levels that are triggered by the low oxygen levels. Increased levels of SOD2 have been linked to increased metastatic capability by enabling cancer cells to maintain an increased growth potential and stay protected from excess ROS that would otherwise lead to apoptosis and necrosis [40–42]. The dramatic change due to the SV40-transformation was also apparent when comparing gene expression within the model, rather than between oxygen levels for the same stages. 

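At atmospheric oxygen, 1517 genes were called with limma between the primary and immortalized, 3016 between the immortalized and transformed and 503 between the transformed and metastasizing stages, out of 12388, 12387 and 12203 genes tested. With the replicate letter as a block the counts were 1432, 2918 and 424. For these steps the block was a letter effect of each oxygen level, shared by all stages. Same-letter deviations correlated at 0.246, -0.169 and 0.0664 between the stages. With a filter of at least 5 TPM, which leaves fewer genes to call, the first 2 counts moved most, to 1127 and 2473, and with array weights, chosen after the data were seen, the third did, to 748.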

At atmospheric oxygen concentration, under which the model was initially created, we observed 1,945 (primary versus immortalized), 3,811 (immortalized versus transformed), and 966 (transformed versus metastasizing) DEGs respectively. 

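At 3% oxygen, 1128 genes were called between the primary and immortalized, 2026 between the immortalized and transformed and 727 between the transformed and metastasizing stages. The replicate block gave 1044, 1943 and 624. Same-letter deviations correlated at 0.167, 0.112 and 0.0625 between the stages. Between the transformed and metastasizing stages, fitting only the libraries compared called 0 genes, with 2408 at an unadjusted p under 0.05, and array weights, chosen after the data were seen, called 190.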

The corresponding numbers at low oxygen levels were 1,595, 2,729, and 395. Interestingly, the stages differed more from each other, in terms of number of DEGs, at atmospheric oxygen levels than in low oxygen. However under both conditions notably fewer genes were differentially expressed between the transformed and metastasizing stages and there were also fewer genes differentially expressed across the final two stages of the model under low oxygen conditions.

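The DEGs at atmospheric oxygen were 741 up and 776 down, 1632 up and 1384 down and 293 up and 210 down over the 3 steps, and under median-ratio rescaling 850 up and 694 down, 1096 up and 1732 down and 246 up and 250 down, which reverses the larger side in each step. At 3% oxygen they were 512 up and 616 down, 1111 up and 915 down and 244 up and 483 down. Under median-ratio rescaling they were 560 up and 571 down, 957 up and 1071 down and 278 up and 402 down, which reverses the second step. Quantile normalization gave 560 up and 540 down, 934 up and 1080 down and 333 up and 378 down, which reverses the first step as well. The rescaling took the median log2 fold change of all genes tested from 0.22 to 0.00948 between the immortalized and transformed stages at atmospheric oxygen.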

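Whether more genes were called between the transformed and metastasizing stages at 3% or at atmospheric oxygen depended on the fit. Array weights gave 190 against 748 and the fit of only the libraries compared gave 0 against 544, whereas the replicate block gave 624 against 424. The metastasizing libraries at 3% oxygen, which enter the first of each pair of counts, had a replicate rho of 0.963.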

**Figure 5:**
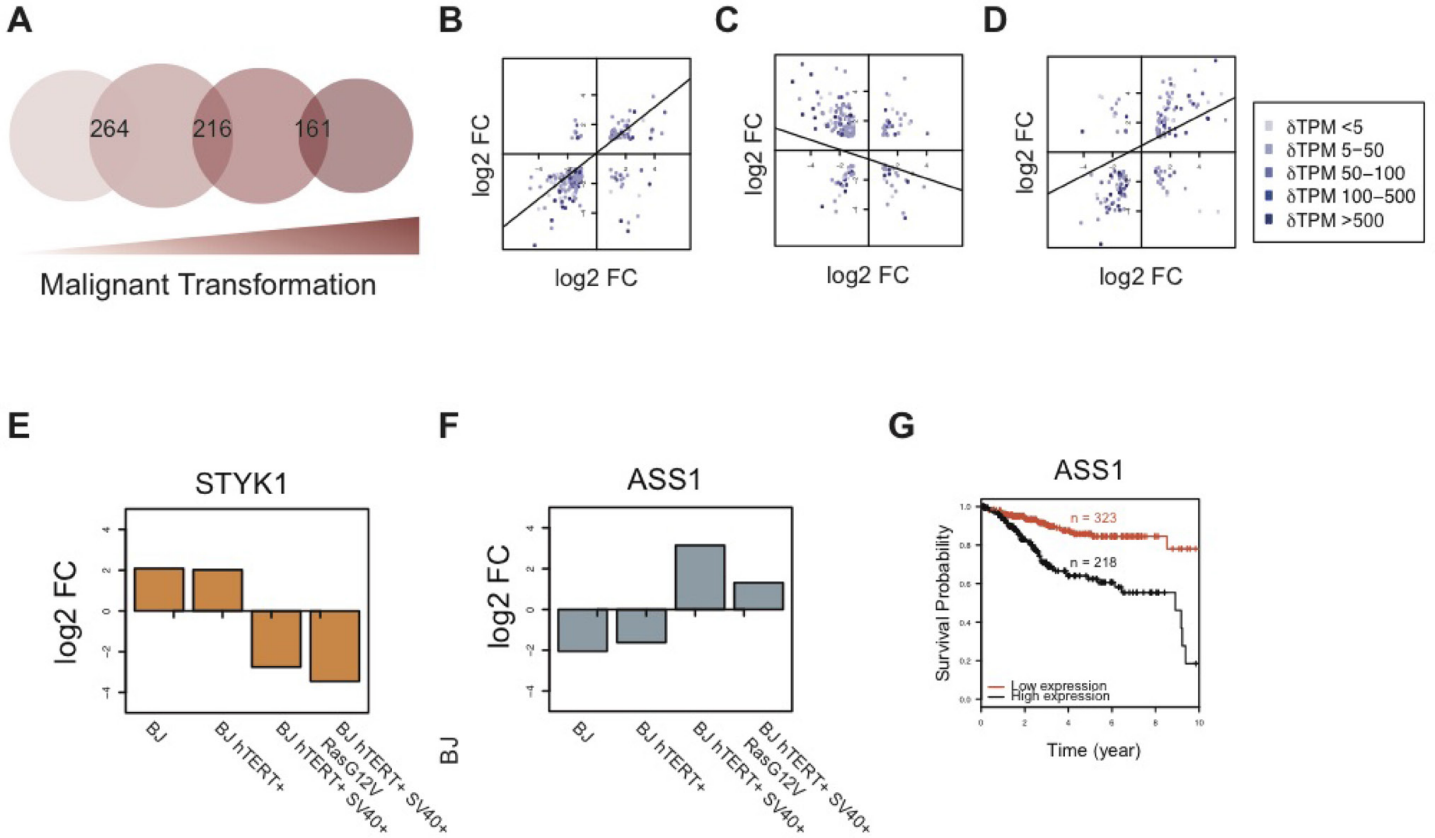
Comparison of hDEGs across the model reveals a shift in response to hypoxia after SV40-transformation (**A**) Venn diagram showing the overlap of hDEGs across sequential tumor progression stages in the BJ model. Circle sizes reflect total number of hDEGs at each stage. Corresponding numbers are found in Table 1. (**B–D**) Comparison of log_2_ fold changes (log_2_FC) among shared hDEGs for each pair of sequential stages is shown for stage 1–2, 2–3, and 3–4 respectively, including lines indicating linear regression. Blue color gradient (light to dark) represents difference between expression values (ΔTPM from low to high). Lists of all hDEGs and their fold changes are found in Supplementary Table 1. (**E**–**F**) The log_2_ fold changes (log_2_FC ) of STYK1 (E) and ASS1 (F) in the four stages of the model, demonstrating the shift in cellular response to hypoxia between pre- and post-transformation of the SV40 oncogene. (**G**) Kaplan–Meier plot for ASS1 including data from an endometrial cancer patient cohort showing survival over a 10 years period. All 541 patients were stratified into two groups with high ASS1 expression (FPKM > 59.6) and low ASS1 expression (FPKM < 59.6), respectively. The FPKM cutoff was optimally selected between 20 and 80 percentiles of the expression of ASS1 in all 541 patients. The separation based on this stratification is significant (*P* = 8.14 × 10^–9^; log rank test), and the hazard ratio is 3.336973. For follow-up on survival until the last event (15 years), see Supplementary Figure 4. Survival data for all patients included are found in Supplementary Table 6.

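Transformed and metastasizing cells shared 157 hDEGs, of which 122 (77.7%, 95% Wilson interval 70.6 to 83.5%) changed in the same direction, 62 up and 60 down, and 35 in opposite directions. With the replicate letter as a block, 57 of 75 (76.0%) changed in the same direction, and the check value for the metastasizing stage was -0.105. Fitting only the libraries compared left 5 shared hDEGs, all changed in the same direction.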

Among the 161 hDEGs shared between the transformed and metastasizing stages, a large majority (78% *N*=121) was co-regulated, indicating a conserved response to hypoxia across these stages (Figure 5D). Not surprisingly, HRAS was differently regulated in the HRAS mutated cells, and the mutated variant was upregulated upon low oxygen whereas the WT HRAS in BJ SV40 cells was repressed. 

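HRAS (ENSG00000174775), on chromosome 11 of GRCh37 from 532242 to 537321, measured 86.3 ± 11.7 TPM in metastasizing cells at atmospheric oxygen and 143 and 772 TPM in the 2 libraries at 3% oxygen. The log2 fold change was 1.95 (standard error 0.55, adjusted p = 0.0225 from limma with Benjamini-Hochberg adjustment, 0.0514 with the replicate block, 0.0140 to 0.178 over the alternative fits), and it was 0.74 without the higher library at 3% oxygen. In transformed cells HRAS measured 109 ± 14.7 TPM at atmospheric and 55.6 ± 8.74 TPM at 3% oxygen (SD, n = 2), a change of -0.97 (adjusted p = 0.195, 0.235 with the replicate block, 0.0138 to 0.274 over the alternative fits). The difference between the 2 responses was 2.92 (adjusted p = 0.0195, 0.0475 with the replicate block, 0.00888 to 0.0830 over the alternative fits), and TPM summed over the transcripts of a gene do not separate its mutated from its wild-type form.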

Several genes related to lipid metabolism and increased motility were upregulated, for example several chemokines and colony stimulating factors CSF2 and CSF3.

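CSF2, on chromosome 5 of GRCh37 from 131409482 to 131411863, measured 4.81 ± 0.166 TPM at atmospheric and 21.8 ± 4.95 TPM at 3% oxygen in metastasizing cells (SD, n = 2), a log2 fold change of 2.05 (adjusted p = 0.0793 from limma with Benjamini-Hochberg adjustment, 0.0533 with the replicate block, 0.0180 to 0.285 over the alternative fits). In transformed cells the 2 atmospheric libraries held 0 and 0.272 TPM and the libraries at 3% oxygen 0.986 and 16.1 TPM, a change of 3.00 (adjusted p = 0.0148, 0.0143 with the replicate block, 0.00596 to 0.103 over the alternative fits). CSF3 rose from 3.47 ± 0.274 TPM to 26.5 and 458 TPM in the 2 metastasizing libraries at 3% oxygen, a change of 4.81 (adjusted p = 0.0157, 0.0277 with the replicate block, 0.0133 to 0.0905 over the alternative fits), and by 3.92 (adjusted p = 0.0323, 0.0425 with the replicate block, 0.00444 to 0.0744 over the alternative fits) in transformed cells, where it lay under 1 TPM at atmospheric oxygen. None of these 4 changes was called, although both libraries at 3% oxygen lay above both at atmospheric oxygen in each. In immortalized cells both genes were lower at 3% oxygen, CSF2 with a change of -4.28 (adjusted p = 0.00321, 0.00715 with the replicate block, 0.000169 to 0.0152 over the alternative fits).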

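Over all genes tested in both stages, called or not, the log2 fold changes at 3% oxygen of primary and immortalized cells had a Spearman correlation of 0.472 (11601 genes), and those of transformed and metastasizing cells 0.209 (11940 genes). The correlation was -0.0502 (11576 genes) between immortalized and transformed, 0.0503 (11662 genes) between primary and transformed, 0.241 (11644 genes) between primary and metastasizing and 0.211 (11603 genes) between immortalized and metastasizing cells. These 6 correlations are across genes, which are not independent replicates, so no p is given.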

In summary, despite relatively few hDEGs shared across the model, we observed a shared transcriptional response that is more conserved across the primary and immortalized stages, as well as across the transformed and metastasizing stages (Figure 5B–5D). This shift in response between the SV40-transformed stage and the two untransformed stages separates the model system into two groups, supporting the hypothesis that SV40-transformation causes a dramatic divergent shift in cellular response to hypoxia. 

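Of the 45 genes the paper names or that served as checks, the interaction test called 10 between the primary and immortalized, 23 between the immortalized and transformed and 12 between the transformed and metastasizing stages. Of these, 0, 19 and 8 were also called with the replicate letter as a block. From the shares of shared hDEGs with the same or the opposite direction (Figure 5B-5D), the paper describes a response that is more conserved within the first and the last of these pairs of stages than across the step at which SV40 Large-T is introduced, and takes this as support for the hypothesis that the step causes the shift.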

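STYK1 (ENSG00000060140), on chromosome 12 of GRCh37 from 10771522 to 10826917, measured 1.60 ± 0.0549 TPM at atmospheric and 6.80 ± 1.54 TPM at 3% oxygen in primary cells and 0.570 ± 0.0928 and 2.31 ± 0.663 TPM in immortalized cells (SD, n = 2), log2 fold changes of 1.78 (adjusted p = 0.310 from limma with Benjamini-Hochberg adjustment, 0.300 with the replicate block, 0.0169 to 0.416 over the alternative fits) and 1.38 (adjusted p = 0.435, 0.417 with the replicate block, 0.0232 to 0.566 over the alternative fits). In transformed cells its 2 atmospheric libraries held 29.7 and 2.56 TPM against 2.40 ± 0.167 TPM at 3% oxygen, a change of -1.73 (adjusted p = 0.297, 0.285 with the replicate block, 0.242 to 0.394 over the alternative fits) that became -0.079 without the higher library. In metastasizing cells the atmospheric libraries held 2.81 and 81.0 TPM against 3.82 ± 0.296 TPM at 3% oxygen, a change of -1.93 (adjusted p = 0.259, 0.254 with the replicate block, 0.209 to 0.649 over the alternative fits) that became 0.38 without the higher library. Except in the fit of only the libraries compared, all groups share the spread of STYK1. The higher libraries at 29.7 and 81.0 TPM therefore also enter its p values in primary and immortalized cells. ASS1 (ENSG00000130707), on chromosome 9 of GRCh37 from 133320348 to 133376661, fell in primary cells to 37.3 ± 2.38 TPM and in immortalized cells to 219.8 ± 11.8 TPM at 3% oxygen, log2 fold changes of -2.02 (adjusted p = 0.000789, 0.00270 with the replicate block, 3.23e-05 to 0.0110 over the alternative fits) and -1.62 (adjusted p = 0.00250, 0.00486 with the replicate block, 2.71e-05 to 0.0127 over the alternative fits).

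**Figure D2:**
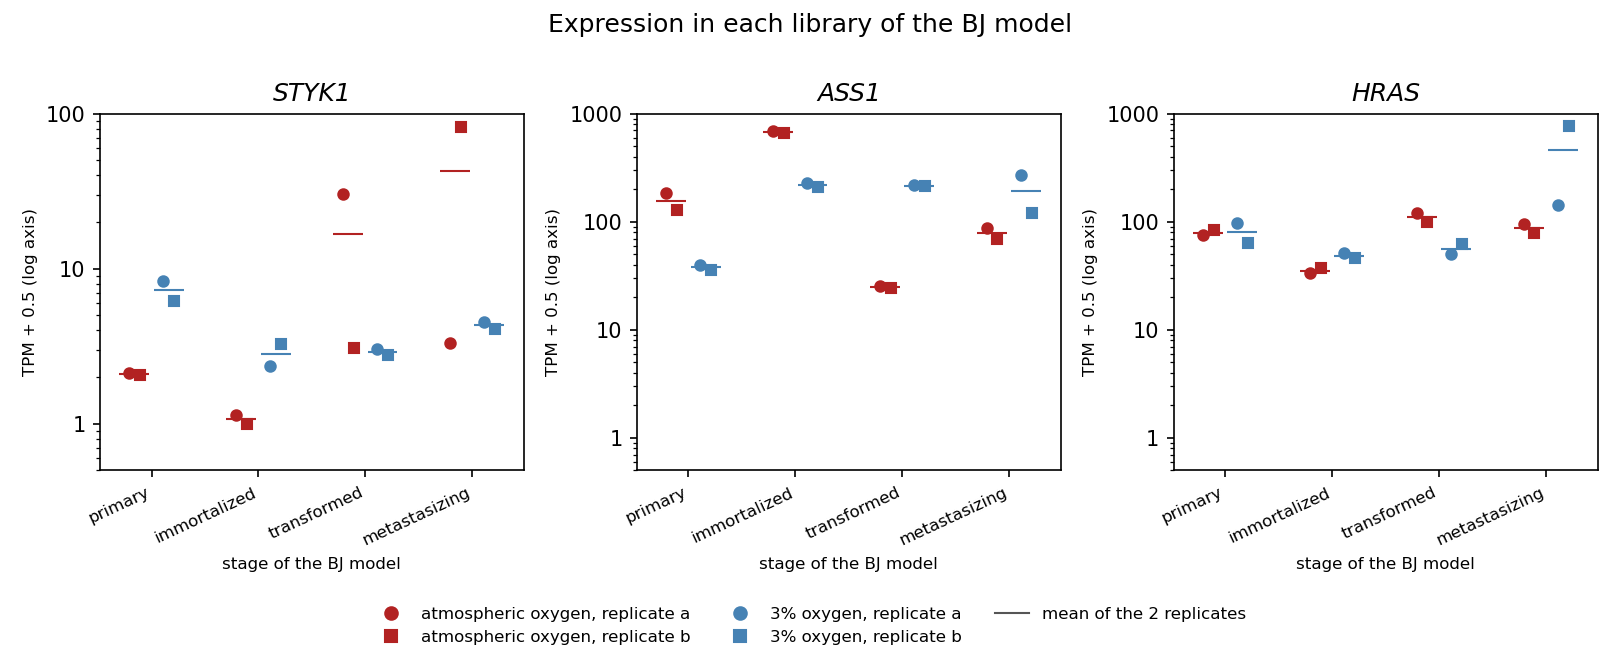
Expression of STYK1, ASS1 and HRAS in each of the 16 libraries, as TPM + 0.5 on a log axis against the stage of the BJ model, with circles for replicate a, squares for replicate b, red for atmospheric oxygen, blue for 3% oxygen and bars for the mean of the 2 replicates. A single library stands apart from its replicate for STYK1 at atmospheric oxygen in transformed (29.7 TPM) and metastasizing cells (81.0 TPM) and for HRAS in metastasizing cells at 3% oxygen (772 TPM).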

STYK1 and ASS1, two enzyme-encoding genes, exemplify this shift in response as they were anti-regulated in the two pre-malignant stages compared to the two malignant stages (Figure 5E–5F).

### ASS1 identified as potential marker for poor prognosis in hypoxic tumors

As shown above, the BJ cell model clearly displays a shift in gene expression regulation during hypoxia between the pre-malignant (stages one and two) and malignant stages (stages three and four), more specifically affecting several metabolic pathways. This demonstrates how this model system could potentially be used for the identification of novel prognostic markers with implications in tumor hypoxia. Argininosuccinate synthase (encoded by ASS1) is an enzyme necessary for the biosynthesis of arginine, an amino acid whose abundance has previously been linked to tumor progression induced by hypoxia [43]. Arginine depletion using pegylated arginine deiminase (ADI-PEG20) has been suggested as a therapeutic option for aggressive tumors with hypoxic microenvironments that are hard to treat, currently undergoing clinical trials [43]. ASS1 expression is known to vary across different tumor types and both its loss of expression and overexpression has been shown to influence the effects of therapy [44]. Expression of ASS1 was observed at all stages of the BJ cell model (TPM values 155,679,25,78 across the model under atmospheric oxygen condition). 

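ASS1 measured 155 ± 39.5, 679 ± 22.9, 24.5 ± 0.540 and 78.0 ± 13.0 TPM (SD, n = 2) at atmospheric oxygen from the primary to the metastasizing stage. Its steps at this oxygen level were 2.15, -4.76 and 1.64 on the log2 scale, with adjusted p values of 0.000207, 2.79e-07 and 0.00311 from limma with Benjamini-Hochberg adjustment and 0.000274, 1.73e-06 and 0.00326 with the replicate block.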

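In transformed cells at 3% oxygen ASS1 measured 216 ± 4.26 TPM (SD, n = 2), a log2 fold change of 3.11 (standard error 0.29, adjusted p = 4.76e-05 from limma with Benjamini-Hochberg adjustment, 0.000958 with the replicate block, 3.46e-06 to 0.00138 over the alternative fits) from its atmospheric value. In metastasizing cells the 2 libraries at 3% oxygen held 268 and 119 TPM, a change of 1.20 (adjusted p = 0.0112, 0.00910 with the replicate block, 0.00910 to 0.139 over the alternative fits) that was called with the replicate block and not without it, and that lay between 0.62 and 1.78 with each library left out. The response of transformed cells differed from that of immortalized cells by 4.74 (adjusted p = 3.82e-05, 0.000877 with the replicate block, 8.51e-07 to 0.00132 over the alternative fits) and that of metastasizing from transformed cells by -1.91 (adjusted p = 0.00693, 0.00802 with the replicate block, 0.00635 to 0.0435 over the alternative fits).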

Notably, ASS1 displayed a distinct shift in regulation across oxygen conditions, being over two-fold significantly upregulated in both the transformed and metastasizing cells while over four-fold significantly downregulated in the two pre-malignant stages (Figure 5F).

As tumor hypoxia is considered a major obstacle in clinical oncology due to induced resistance to conventional treatments such as radiotherapy and chemotherapy, we hypothesize that the up-regulation of this protein in malignant cells compared to pre-malignant cells could potentially be related to therapy resistance [45–47]. Survival analysis using clinical data from The Cancer Genome Atlas (TCGA) showed that increased expression of ASS1 implies a significantly worse prognosis with decreased survival probability over a ten-years time period. As shown in Figure 5G, an endometrial cancer patient cohort was stratified into two different sub-groups with high and low expression of ASS1 (cutoff = FPKM 58.6; optimally selected). The sub group with ASS1 expression >58.6 FPKM (“high expression”) exhibited a survival probability less than 20% over a ten-year period, while the other group (“low expression”) exhibited a significantly and dramatically higher survival probability around 80% (*P* = 8.14 × 10–9; log rank test). We speculate that this prognostic value can potentially be linked to hypoxic features of the tumor samples included, for which data is unfortunately lacking. The ASS1 regulation observed in the model at low oxygen exemplifies how the BJ cell model can be used for discovery of prognostic markers, not only for malignant transformation itself but also interconnecting the stage-specific features with induced perturbations.

## DISCUSSION

By profiling transcriptome changes under atmospheric and moderate hypoxic (3% oxygen) conditions, we observed that even though the four cell lines in the BJ model for malignant transformation are highly similar, they display striking differences in their response to decreased oxygen supply. We could trace these differences to the SV40 Large-T transformation step. This oncogene has a large effect on both the steady-state RNA expression of the cells, and on the response to moderate hypoxia. The addition of the mutated HRAS, on the other hand, has a relatively small effect on both states. This separation of the BJ model system into two groups, representing pre- and post-transformation states, is in accordance with our previous findings [13].

The hypoxic environment is capable of inducing cellular signaling with implications in hallmark functions such as proliferation, apoptosis, migration and metabolism that are typically altered during cancer progression. The ability of hypoxia to induce molecular changes that promote the malignant phenotype is clearly consistent with our finding that the response to moderate hypoxia resembles the process of malignant transformation across the BJ model, especially evident for the immortalized stage for which 60% of the identified hDEGs are co-regulated during SV40 transformation. Due to the isogenic and accumulative nature of the model system used in this study, our dataset enables co-regulated responses to be linked to specific events in cancer progression that are represented by the different stages of the model.

The overall up-regulation of the enzymes belonging to metabolic pathways throughout the different stages of cancer cell lines indicates that moderate hypoxia triggers metabolic activity. Distinct upregulation of lipid, carbohydrate and amino acid metabolic pathways in the transformed tumor-forming state in comparison to the previous model stages supports the suggested mechanism that the cells increase the consumption of ATP to trigger elevated fluxes of glycolytic pathways [48]. Our data support that the metastasizing cells expand the ATP consumption to other biosynthetic pathways, including glycan biosynthesis and the metabolism of other amino acids and also increase in the carbohydrate metabolism (Figure 4D). The downregulation of oxidative phosphorylation in post-transformed cells during decreased oxygen supply indicates an adaptation capability of these cells to anaerobic conditions that is not observed in the pre-malignant stages. Oxygen concentrations in human tumors are highly heterogeneous, often containing regions where the oxygen concentration reaches zero, known as anoxic regions [49]. Even though tumor hypoxia often manifests itself at lower oxygen concentrations than used in this study, we observe large differences in gene expression upon moderate hypoxia.

The BJ model has inherent limitations in its ability to mimic the *in vivo* response to hypoxia, above all the fact that cell lines can only serve to approximate the characteristics of cells present within the more complex *in vivo* environment where interactions between molecules and different cell types are important. The fibroblast origin of this model and that it was created under atmospheric oxygen pressure are other limitations. However, as shown before [13], this model remains suitable for studying the mechanisms underlying malignant transformation and provides a unique isogenic system of four defined stages. To gain a more in-depth and mechanistic understanding of the actual interactions underpinning the response to hypoxia observed in this study, our generated transcriptome dataset provides a guidance for follow-up studies which should also explore corresponding protein levels. Although studies support that protein levels, in general, can be directly estimated from RNA levels through the use of gene-specific conversion factors [50], this should be validated under the perturbation of hypoxia.

With this study we demonstrate how pathways involved in malignant transformation and response to hypoxia are interconnected. This is just one example of how the BJ cell model can be exposed to perturbations in order to provide deeper understanding of the link between cancerous stage and response to environmental changes, which will add strength to the overall mechanistic understanding of tumor development and behavior. Potentially, this model could also be used for the identification of novel prognostic markers through the separation of responses to perturbations, as demonstrated here by the differential regulation of ASS1 expression between pre-malignant and malignant cells.

## MATERIALS AND METHODS

### Cell cultivation

All four cell lines in the model were cultivated in Dulbecco’s modified Eagle’s Medium (Sigma-Aldrich) supplemented with 10% Fetal Bovine Serum (Sigma-Aldrich) for six passages at 37°C. Cultivation was performed in a humidified atmosphere containing 5% CO_2_ and both under atmospheric oxygen pressure and under what is considered moderate hypoxia (3% oxygen) for six passages. The cells were grown up to 80% confluence and counted with a Scepter 2.0 Cell Counter (Merck Millipore, Billerica, MA, USA). Cells were cultivated in duplicate plates in parallel for each cell line and oxygen condition.

### RNA sequencing

RNA was extracted from the cells using the RNeasy kit (Qiagen), generating high quality total RNA (i.e. RIN > 8) that was used as input material for library construction with Illumina TruSeq Stranded mRNA reagents (Illumina). Duplicate samples for each cell line were sequenced on the Illumina HiSeq2500 platform.

Raw sequences were mapped to the Human reference genome GrCh37 and further quantified using the Kallisto software [28] to generate normalized Transcript Per Million (TPM) values. TPM values for genes were generated by summing up TPM values for the corresponding transcripts generated by Kallisto. Genes with a TPM value greater than 1 were considered as expressed. Differential expression analysis was performed with the Kallisto software (v0.42.1)+ [28] on the raw FASTQ files with default parameters, followed by differential expression analysis using the TXimport (v1.0.3) [51] and edgeR (v3.14.0)+ [52] R packages. All hDEGs and DEGs within the model are presented in Supplementary Table 4. The GRCh37 human reference genome assembly was used in all steps of the analyses. The generated data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [53] and are accessible through GEO Series accession number GSE109367 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE109367).

Functional enrichment analysis was performed using the Database for Annotation, Visualization and Integrative Discovery (DAVID) tool [29], including only the summarized version of the Gene Ontology domain Biological Function, GOTERM_BP_FAT. This was performed against a background of all human genes and medium classification stringency (default). For visualization of the enrichment analysis the application Enrichment map [54] was used for the program Cytoscape [55]. Enriched sub-networks were identified using Pathway Studio’s Expression regulatory sub-network enrichment, Elsevier’s Pathway Studio (11.2.5.9) (https://www.elsevier.com/solutions/pathway-studio-biological-research).

### Immunofluorescence staining of HIF1a

Cells were allowed to attach over night (at 37°C and 5% CO_2_) in a 96-well glass bottom plate (Greiner, Kremsmuenster, Austria) coated with fibronectin (VWR, US) at 12.5 μg/ml in PBS. Subsequent procedures for fixation, permeabilization and Immunostaining of cells have been described elsewhere [56–58]. The HIF1a protein was stained using the antibody HPA000907 that has been validated by overlapping staining in a transgenic HeLa cell line with GFP tagged target protein (published on www.proteinatlas.org). Images were manually acquired using a Leica SP5 laser scanning confocal microscope (DM6000CS) equipped with a 63× HCX PL APO 1.40 oil CS objective (Leica Microsystems, Mannheim, Germany) and connected to the software LAS AF (LAS AF 2.6.0 BETA build 6964, Leica Microsystems). Images were acquired in four sequential steps with the following scanning settings: 16 bit, 600 Hz, line average 2, pixel size 0.08 μm. All images were acquired using the same detector gain (495) in all four cell lines, adjusted based on the strongest staining. Images were colored and assembled as RGB with the software ImageJ 1.46r (National Institutes of Health, USA).

### Cell authentication

Cell line authenticity and mutational analysis was performed as previously described [27]. Briefly, the raw RNA-seq data was aligned using the 2-pass method of the STAR (v2.5.1b) aligner [59], followed by de-duplication, re-calibration and variant calling with the Genome Analysis Toolkit (GATK) Best Practices workflow (v3.5.0) [60]. The resulting variant calls were annotated using SnpEff and SnpSift (v4.2) followed by filtering and analysis using in-house Python and R scripts [61, 62].

### Metabolic profiling

Metabolic profiling of the BJ model was elaborated by following a top-down analysis approach within the broad category of metabolism in the KEGG Orthology database [63]. The program PACFM (v.0.2) was used to plot the log_2_ fold change (log_2_FC) data between the atmospheric and hypoxic treatments of the cell lines at different hierarchy levels within metabolism. In order to facilitate intuitive comparison between the different stages of the BJ model, data was plotted by preserving the absent functional categories in each cancer cell line (Supplementary Table 5).

### Survival analysis for ASS1

Cancer patient samples (*n* = 541) used for survival analysis were collected from Genomic Data Commons (GDC) on June 6, 2016, and all samples used are listed in (Supplementary Table 6). Based on the FPKM values of ASS1, the patients were classified into two groups and their prognoses were examined. All FPKM values for ASS1 from the 20th to 80th percentiles were tested and the value resulting in the lowest log-rank *P* value was selected. The Hazard Ratio was calculated based on COX regression coefficient.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

# Supplementary material for: Transcriptome profiling of the interconnection of pathways involved in malignant transformation and response to hypoxia
**Source:** Oncotarget. 2018 Apr 13;9(28):19730–44. doi: 10.18632/oncotarget.24808
**Supplement:** Supplementary file 1

## Transcriptome profiling of the interconnection of pathways involved in malignant transformation and response to hypoxia

### SUPPLEMENTARY MATERIALS

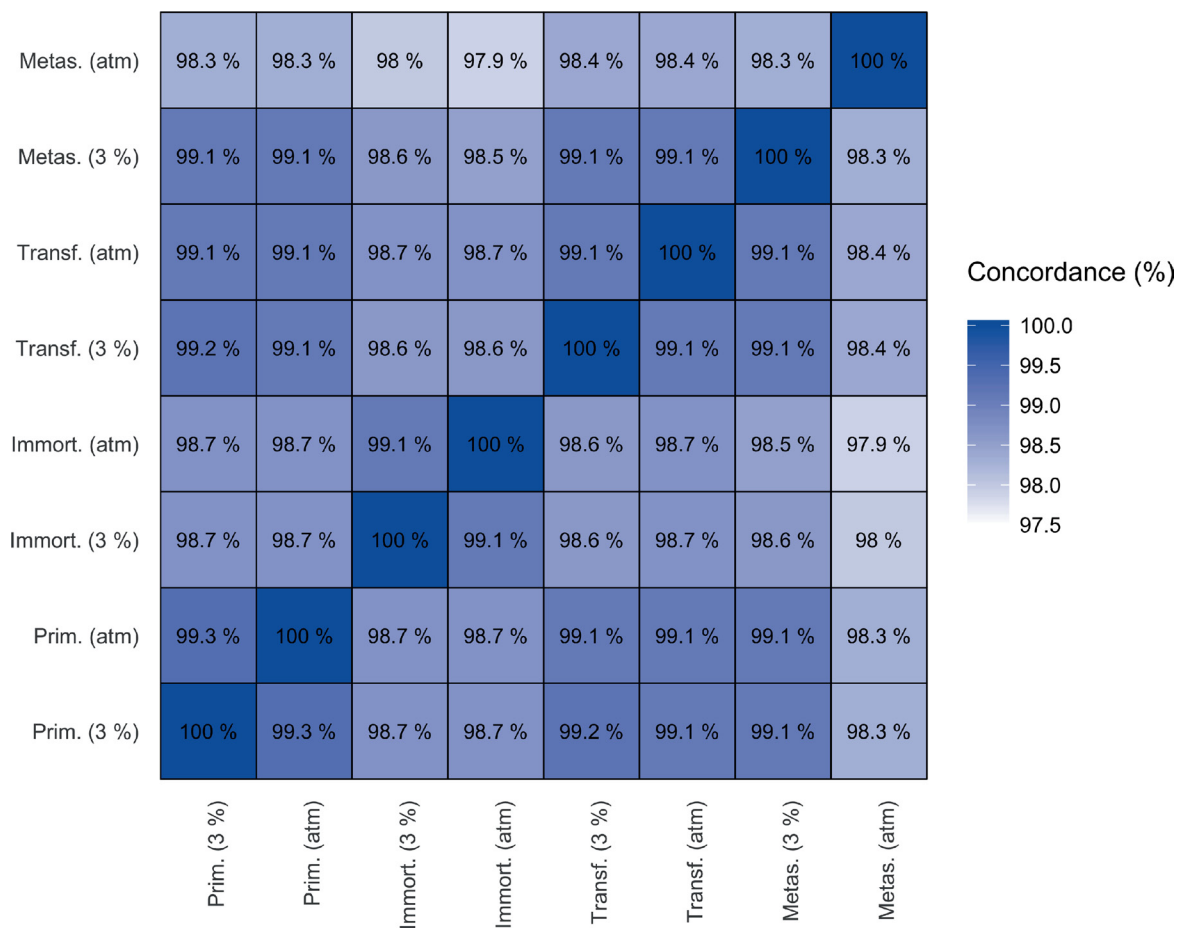

**Supplementary Figure 1: Transcriptome-wide, pairwise cell authentication for all the samples included in the study, with the concordance (i.e. proportion of matching variants between two arbitrary samples) as a color gradient of increasing similarity.** A previously used threshold for authentic cell lines is 90% concordance, which is achieved for all cells in this study.

**A**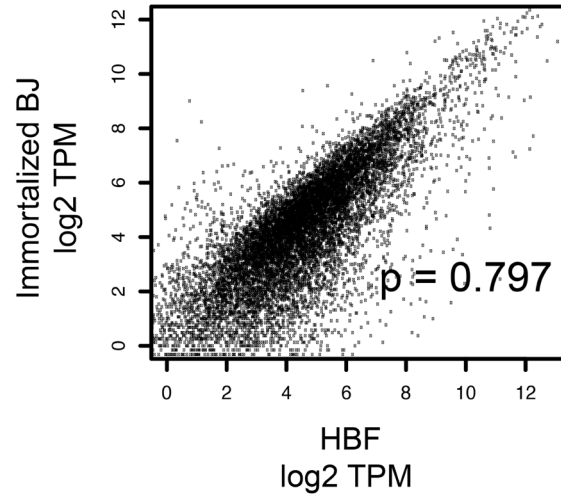**B**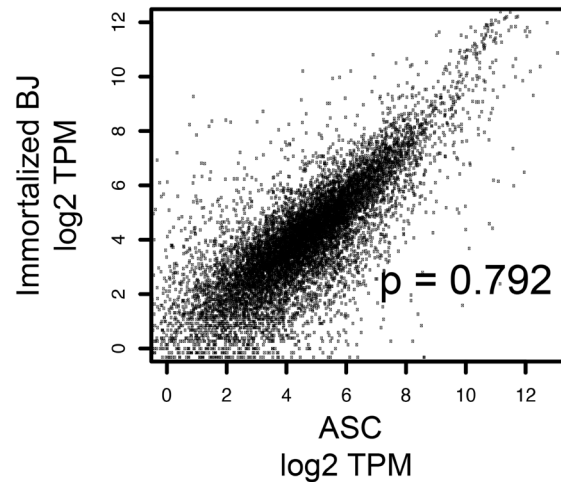

**Supplementary Figure 2:** (A–B) Scatter plots of gene expression values (log<sub>2</sub> TPM) showing the correlation between the hTERT-immortalized BJ cell line and two hTERT-immortalized cell lines of different origin (A) HBF,  $N = 11,871$  and (B) ASC,  $N = 11,871$ ). Spearman's ( $\rho$ ) correlation coefficients are shown in each plot respectively.

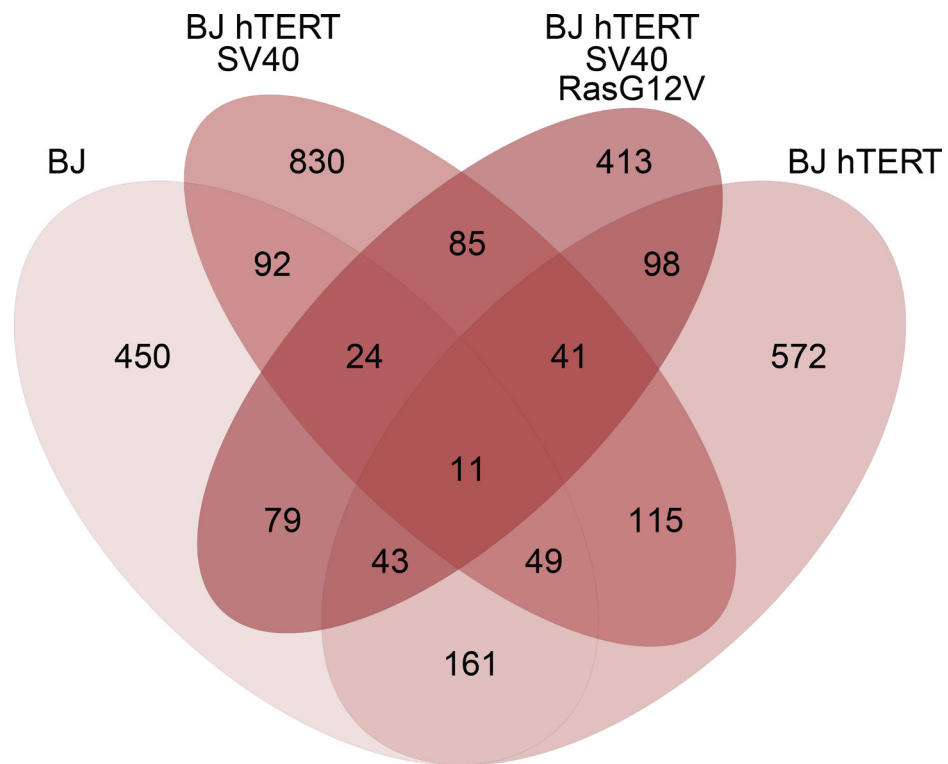

**Supplementary Figure 3: Venn diagram showing the overlap of hDEGs between all stages of the BJ cell model.**

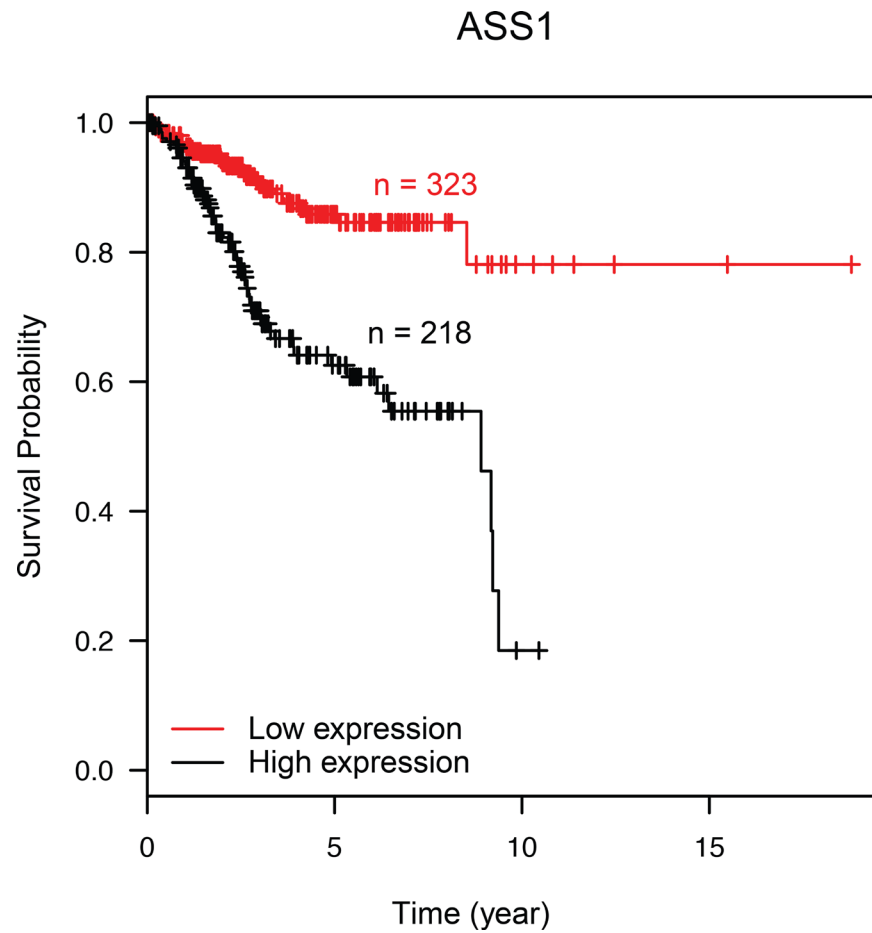

**Supplementary Figure 4: Kaplan-Meier plot for ASS1 including data from an endometrial cancer patient cohort, showing survival probability over a 15 years time-period.** All 541 patients were stratified into two groups with high ASS1 expression (FPKM > 59.6) and low ASS1 expression (FPKM < 59.6), respectively. The FPKM cutoff was optimally selected between 20 and 80 percentiles of the expression of ASS1 in all 541 patients. The separation based on this stratification is significant ( $P = 8.14 \times 10^{-9}$ ; log rank test), and the hazard ratio is 3.336973.

**Supplementary Table 1: Containing all identified hDEGs in the four stages respectively, presented in four different sheets.** See [Supplementary\\_Table\\_1](#)

**Supplementary Table 2: Containing results from DAVID analysis used in Figure 2. In the first sheet, enriched terms for all identified hDEGs in total are identified, and the following sheets.** See [Supplementary\\_Table\\_2](#)

**Supplementary Table 3: Containing results from subnetwork analysis of hDEGs in each cell line of the model respectively, presented in different sheets.** See [Supplementary\\_Table\\_3](#)

**Supplementary Table 4: Containing all identified DEGs in the three sequential transitions across the model stages, presented in three different sheets.** See [Supplementary\\_Table\\_4](#)

**Supplementary Table 5: Related to Figure 4.** See [Supplementary\\_Table\\_5](#)

**Supplementary Table 6: Containing patient survival data for ASS1 derived from the Cancer Genome Atlas (TCGA).** See [Supplementary\\_Table\\_6](#)

How the deposited data were processed for this re-analysis (not part of the article)

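Expression was measured by RNA sequencing in 4 stages of the isogenic BJ fibroblast model (primary, immortalized, transformed and metastasizing), each grown at atmospheric and at 3% oxygen for 6 passages on duplicate plates in parallel, which gives 8 groups and 16 libraries. The authors prepared libraries from poly-A selected RNA with a stranded kit, sequenced them on an Illumina HiSeq2500, and quantified transcripts with kallisto 0.42.1 against GRCh37. The deposited values are TPM for each transcript as the authors' quantification gave them, and the values of every library add up to 1000000. The authors then summed transcripts to genes with tximport and tested estimated counts with edgeR. TPM hold no read counts, so the count-based test was not repeated, and the depth of each library and the precision it gives are unknown here.

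The table lists 180253 transcripts, and 1 stray header line within it was skipped. With GENCODE 44 lifted to GRCh37, 151453 transcripts were matched to a gene by identifier without its version and 28800 were not, and the matched transcripts held 88.2% to 90.1% of the TPM of a library. TPM were summed by gene over 34451 genes, of which 19356 are protein-coding. From 11654 to 11943 genes per library exceeded 1 TPM, the 10 highest genes held 5.98% to 8.57% of the TPM, and mitochondrially encoded genes 0.851% to 4.33%.

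Values were analysed as log2(TPM + 0.5) in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. A single linear model with 1 coefficient for each of the 8 groups was fitted to all libraries, followed by moderated tests with an intensity trend and 8 residual degrees of freedom before moderation. Contrasts were the 2 oxygen levels within each stage (hDEGs), neighbouring stages at each oxygen level (DEGs), and the differences of the oxygen effect between neighbouring stages (interactions). A protein-coding gene was called at an adjusted p under 0.01 (Benjamini-Hochberg) and a log2 fold change beyond 1 in either direction, among genes with a mean of at least 1 TPM in at least 1 of the groups compared. The procedure was tested on simulated data with 200 changed genes and, for each gene, a spread equal in all groups. Shares of genes are given with 95% Wilson intervals, which treat genes as independent.

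Replicates carry the letters a and b in the sample labels, and the paper describes duplicate plates grown in parallel, which is where the pairing of same-letter libraries comes from. Nothing beyond the letter links a plate at one oxygen level to a plate at the other, so the fit without pairing is the one reported first, and the replicate block (359 hDEGs in the primary stage against 646 without it) is given beside it. With 2 libraries per group, an exact permutation test cannot give a two-sided p under 0.333.

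Alternatives were a pseudocount of 1 or of 0.1, no filter on low values, a filter of at least 5 TPM, median-ratio rescaling, quantile normalization, a fit of only the groups compared, the replicate block, moderated tests without a trend, an adjusted p under 0.05, and all genes in place of protein-coding genes. Each library was also left out in turn, without a p, since a single library then stands for its group. A crossed replicate block, array weights and the step back to the stage before were added after the data were seen. Correlations and clustering were computed on group means of 13146 genes with Spearman's rho and complete linkage. Genes named in the text are those the paper names in its results or in Figures 2D, 5E and 5F, TERT and HRAS as checks of the model, and, for each stage, the 2 largest rises and the 2 largest falls among hDEGs for which both libraries at 3% oxygen lie on the same side of both libraries at atmospheric oxygen.

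Metabolic enzymes and their categories were read from Supplementary Table 5, where 188 of 282 enzymes had a name that matched a gene. The targets of upstream regulators were read from the paper's supplementary table as far as their names are printed there. The gene set enrichment, the upstream regulator scores, the protein stainings, the comparison with other cell lines and the survival data were not analysed here.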

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

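The comparison of pseudogenes with parent genes, the step back to the stage before and the crossed replicate block were chosen after seeing the result. In this part, the other tests were chosen before. Each result below either differs between stages by a test of the difference itself or lies in genes that the paper does not report on.

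The response to 3% oxygen differed between the primary and immortalized stages in 235 genes, between the immortalized and transformed stages in 1522 and between the transformed and metastasizing stages in 1065, by the interaction test of limma with Benjamini-Hochberg adjustment. With the replicate block the counts were 5, 887 and 439. The crossed block, which pairs the opposite letters, gave 25, 1206 and 652. Either block leaves fewer residual degrees of freedom, so the drop cannot be assigned to the pairing itself. Median-ratio rescaling changed the totals little, to 252, 1455 and 1036. Its splits into up and down were 104 and 148, 940 and 515 and 482 and 554, against 101 and 134, 779 and 743 and 358 and 707. The difference between the first 2 stages is the one most open to the choice of fit.

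Among the genes named in the text, the difference between the immortalized and the primary response was -7.03 in CXCL8, -3.69 in SOD2, -3.03 in AKR1B1, -2.84 in MMP1, -2.79 in SCD, -1.85 in MMP14, -1.76 in HAS2, -1.67 in E2F7, -1.50 in CTSL, -1.30 in HK2, -1.28 in CTSB, 2.84 in KRT34 and 3.89 in C5orf46, on the log2 scale. None of these 13 differences was called with the replicate block, although 5 genes in all were. A positive value means a stronger rise or a weaker fall in the later stage.

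Between the transformed and the immortalized response, the differences called with and without the replicate block were -7.14 in ID3, -6.53 in ID1, -4.49 in C5orf46, -3.16 in HAS2, -2.87 in KRT34, -1.93 in MCM10, -1.50 in E2F8, 1.16 in CTSL, 1.73 in BNIP3L, 1.91 in MMP2, 2.29 in CDKN1C, 2.33 in CTSB, 2.67 in VEGFA, 2.81 in SCD, 3.08 in STC2, 3.44 in ICAM1, 3.97 in CTSK, 4.05 in NDRG1, 4.36 in AKR1B1, 4.74 in ASS1, 5.20 in STC1, 5.54 in SOD2, 7.28 in CSF2, 8.26 in IL1B, 9.11 in CXCL8 and 9.49 in CSF3. Without the block alone, -1.82 in CEP83, 1.60 in MMP14, 1.86 in HSPB3, 2.29 in MMP1 and 3.87 in CTSS were called as well.

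Between the metastasizing and the transformed response, the differences called with and without the block were -4.38 in CA9, -1.93 in MMP2, -1.91 in ASS1, -1.80 in BNIP3, -1.66 in P4HA1, -1.60 in BNIP3L, -1.02 in PLOD2, 1.18 in PLAUR, 4.97 in MMP1, 5.43 in ID3 and 5.48 in ID1. Those called without the block alone were -3.95 in BST2, -2.36 in NDRG1, -2.27 in SCD, -1.78 in STC2, -1.71 in VEGFA and -1.15 in HK2. The 2 metastasizing libraries at 3% oxygen enter all of these, and they differ more than 2-fold in 11.0% of expressed genes.

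For the 31 genes that differ between the immortalized and transformed responses, the design offers a biological explanation, the introduction of SV40 Large-T, and several technical ones. Scaling was tested on the hDEGs that both stages share: 72.4% of 98 shared genes changed in opposite directions under median-ratio rescaling, against 67.4% of 92 without it, but this rescaling shifts all genes of a stage alike and by far less than the threshold, so few of these genes could have changed direction and the test says little about scaling. Choice of genes by the thresholds was tested by leaving the thresholds out. The correlation of the responses over 11576 genes was then -0.0502, which lies on the side of opposite responses but close to 0. Metastasizing cells carry SV40 Large-T as well. Over all genes tested, their response correlated at 0.241 with primary, 0.211 with immortalized and 0.209 with transformed cells. The lowest correlations, this -0.0502 and 0.0503 with primary cells, were those of the transformed response. Against that, 77.7% of the 157 hDEGs shared by transformed and metastasizing cells changed in the same direction, so SV40 Large-T stays open. Another explanation is that the immortalized culture at atmospheric oxygen, which enters each of these differences, was in a state of its own. Of the immortalized hDEGs that were also called in the step back to the primary stage, 90.3% (290 genes) moved at 3% oxygen towards the primary level, but the same share was 90.8% in transformed and 96.4% in metastasizing cells, and both comparisons use the same atmospheric libraries, which raises it, so this share does not single out the immortalized culture. Single genes differ in which explanation they leave open. The changes in primary and immortalized cells were -2.02 and -1.62 for ASS1, 1.22 and 1.21 for MCM10, 1.29 and 1.63 for E2F8, 4.64 and 2.88 for HAS2, -1.73 and -2.91 for CTSK, -3.81 and -2.21 for HSPB3 and -1.56 and -0.94 for MMP2, the same direction in each, so a state of the immortalized culture alone does not explain these genes. ID1, ID3 and MMP2 turned back in metastasizing cells, which carry SV40 Large-T as well, so for these the transformed cultures may stand behind the difference in place of SV40 Large-T. SOD2, AKR1B1 and SCD fell at 3% oxygen in immortalized and not in primary cells, a difference called only without the block. For these a state of the immortalized culture stays open. SCD also turned back in metastasizing cells (-1.19), a difference of -2.27 from the transformed response that was called only without the block. The transformed cultures may therefore stand behind the difference in SCD as well. The rest of the 31 genes were not sorted in this way. Labels were checked only in part: TERT, at 0 in both primary libraries at atmospheric oxygen and present in the later stages, separates primary cells from the rest and says nothing about the later stages or the oxygen levels. HRAS, which the metastasizing cells carry as an added mutated copy, was not higher in that stage at atmospheric oxygen, with 86.3 TPM there against 109 TPM in transformed cells, and 143 and 772 TPM in the 2 metastasizing libraries at 3% oxygen. When the 16 libraries were clustered singly, each joined its own replicate first, which goes against a single library exchanged between groups but does not bear on a mixed library or on both libraries of a group. The paper reports an authentication of the cells that found the mutations of each stage, which was not repeated here, and no sequencing batch is given. Depth could not be examined, since TPM do not record it.

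Genes that are not protein-coding, which the paper does not report on, were called at 3% oxygen as well when all genes were tested: 30 in primary, 20 in immortalized, 68 in transformed and 30 in metastasizing cells. In all these are 148 calls, 98 up and 50 down. Reads shared with an overlapping protein-coding gene are a possible explanation, and 5.41% of the 148 overlapped a protein-coding hDEG of the same stage and direction, so overlap accounts for few of them. Of the 148, 97 (65.5%) are pseudogenes, and of the 56 with a parent gene recognisable by name, 38 (67.9%) moved the same way as the parent. Reads shared between pseudogenes and their parent genes may therefore stand behind part of these calls. The pseudogenes CDH12P1 and CDH12P3 carry identical values in transformed cells, with 5.25 and 10.3 TPM at 3% oxygen and 0 in both atmospheric libraries, which indicates that reads are shared between these 2 and says nothing about a parent gene. The other 18 of the 56 moved against the parent, and 51 of the 148 are not pseudogenes, so this evidence covers only part of the calls, and no biological explanation was tested for any of them.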

How the results depend on the processing

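The crossed replicate block, the array weights and the step back to the stage before were chosen after the data were seen, and all other choices were made before the data were examined. A count is taken as changed below when it moved by more than a factor of 1.5, a gene or a share when it crossed the threshold of its test or moved by more than its spread. No cause was tested for any change in this part unless a value for it is given.

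The replicate block gave 359 primary, 328 immortalized and 541 metastasizing hDEGs, 1532 genes called in at least 1 stage, and 5, 887 and 439 interactions from the first to the last pair of stages. For these counts it estimates the spread after removing 1 value per letter and stage, so fewer residual degrees of freedom remain. The same-letter deviations it uses there were negatively correlated in all 4 oxygen comparisons. For the steps between stages it removes a letter effect of each oxygen level instead. The crossed block, which pairs the opposite letters, gave 25 interactions between the first 2 stages and 652 between the last 2. The transformed hDEGs, at 612, and the counts of DEGs stayed within a factor of 1.5 under both blocks.

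Fitting only the groups compared gave 164 primary, 570 transformed and 112 metastasizing hDEGs, 1247 genes in at least 1 stage, 377 interactions between the primary and immortalized and 123 between the transformed and metastasizing stages, and 0 DEGs between the transformed and metastasizing stages at 3% oxygen, where 2408 genes had an unadjusted p under 0.05. The same fit took the share of shared hDEGs with the same direction to 100% (5 of 5 genes) for the transformed and metastasizing stages and to 78.2% for the primary hDEGs that are also DEGs. Not every count fell with this fit, and DEGs between the transformed and metastasizing stages at atmospheric oxygen were 544 against 503.

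Array weights gave 375 metastasizing hDEGs, 190 DEGs between the transformed and metastasizing stages at 3% oxygen, 540 and 686 interactions between the first 2 and the last 2 stages, and 85.0% of shared hDEGs with the same direction in the transformed and metastasizing stages. The lower counts among these are all of comparisons that include the metastasizing libraries at 3% oxygen, which were given a weight of 0.241. With an adjusted p under 0.05 the interactions numbered 565 and 1722 in these 2 pairs of stages.

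Of the hDEGs of immortalized cells that are also DEGs, the share with the same direction was 93.9% with a pseudocount of 1 and 94.0% with a filter of at least 5 TPM, against 91.4%. With DEGs at 3% oxygen in place of those at atmospheric oxygen, the shares were 13.4% in primary, 26.5% in immortalized and 7.83% in transformed cells. The stage's libraries at 3% oxygen then enter the 2 comparisons with opposite signs, and whether that or a convergence of the stages at 3% oxygen lowers the shares was not tested. The lowest correlation between groups was 0.868 with 16 single libraries, 0.862 with the genes above 1 TPM in every group and 0.874 to 0.888 with each library left out. Clustering found 3 of the 4 pairs of groups with single libraries and 3 to 4 with each library left out.

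Among metabolic enzymes, median-ratio rescaling gave 20 hDEGs down in primary cells against 13, and mean log2 fold changes of -0.23 in primary and -1.14 in immortalized cells. Over all matched enzymes, called or not, these means were -0.029 and -0.33. The mean of the primary enzymes thus changed sign with both alternatives.

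Of the genes named, HRAS in primary cells, at 0.00, was -0.10 under median-ratio rescaling and -0.11 under quantile normalization, and from -0.31 to 0.32 with each library left out. SOD2 was -0.021 in primary cells under quantile normalization against 0.11, and from -0.45 to 0.63 in metastasizing cells with each library left out. STYK1 in metastasizing cells ranged from -4.24 to 0.38 and HIF1A in immortalized cells from -0.11 to 0.0094 with each library left out. None of these changes was called in any fit.

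Among the other results, which are the log2 fold changes of the genes named and the counts and shares not mentioned above, the number that changed was 8 moved, 1 stronger and 43 weaker with the replicate block, 2 stronger and 37 weaker with the crossed block and 6 moved, 5 stronger and 51 weaker with only the groups compared. It was 5 moved, 10 stronger and 2 weaker with array weights, 8 moved and 16 stronger with an adjusted p under 0.05, 22 weaker without a filter and 14 weaker without a trend. Median-ratio rescaling made 5 stronger and 8 weaker, quantile normalization 5 stronger and 7 weaker, a pseudocount of 0.1 1 stronger and 8 weaker, a pseudocount of 1 2 weaker and testing all genes 2 weaker. Weaker and stronger refer to a call lost or gained in the same direction. The filter of at least 5 TPM changed none of the results it could give, and gave none for genes that stay under that level. With each library left out, no p was computed, and no hDEG changed sign, which leaves open whether its call would hold.

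Depth limits these results in a way that cannot be measured here, since TPM do not record it. It bears most on genes near 1 TPM, where a pseudocount of 0.1 in place of 0.5 took the log2 fold change of CDKN1C in transformed cells from 1.47 to 2.18.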

Differences from the paper's values

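Array weights and the crossed replicate block, mentioned below, were chosen after seeing the values, and every other alternative was set before the data were examined. A gap in a count is called closed when the count lies within a factor of 1.5 of the paper's. For a log2 fold change, it is called closed when the 2 values differ by less than the spread of the replicates. Closed values can thus still differ from the paper's. Apart from those named, none of the alternatives set before the data were examined closed a gap, and the crossed replicate block closed none of those in counts.

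The immortalized stage had 592 hDEGs against the paper's 1090, and 839 with an adjusted p under 0.05, which closed the gap, as did array weights with 853. DEGs between the transformed and metastasizing stages numbered 503 at atmospheric oxygen against the paper's 966, and the gap was closed by an adjusted p under 0.05 (741) and by array weights (748). At 3% oxygen they numbered 727 against the paper's 395, where the filter of at least 5 TPM closed the gap (573) and array weights did not (190).

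Primary and immortalized cells shared 132 hDEGs against the paper's 264, and immortalized and transformed cells 92 against the paper's 216. With an adjusted p under 0.05 these were 202 and 170, and with array weights 186 and 158, both of which closed the gaps. The hDEGs that are also DEGs of the next step numbered 212 in primary cells against the paper's 357, 385 in immortalized cells against the paper's 649 and 122 in transformed cells against the paper's 257. With an adjusted p under 0.05 (321, 517 and 211) and with array weights (271, 531 and 192) the gaps were closed. As a percent of the transformed hDEGs the overlap was 13.3 (17.9 the highest among the alternatives set before the data were examined, and 18.4 with array weights). The paper gives 32, a value that none of these reached, but its own counts are 257 of 1247 transformed hDEGs, which is a lower percent than 32, so the 2 percents are not on the same base. Of these overlaps, 148 primary and 114 transformed genes changed in the same direction against the paper's 250 and 236, and the gaps were closed by an adjusted p under 0.05 (227 and 192) and by array weights (187 and 177).

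The log2 fold change of SCD in immortalized cells was -1.73 against the paper's -1.8, and -1.85 under median-ratio rescaling, which closed the gap. The same rescaling, and no other alternative, closed the gaps of THBS1 in primary cells (-0.998 against the paper's -1.09, rescaled -1.10) and, in immortalized cells, of LDHA (1.19 against the paper's 1.08, rescaled 1.07), MMP14 (-1.22 against the paper's -1.33, rescaled -1.35), CTSB (-1.42 against the paper's -1.52, rescaled -1.54), CTSL (-1.10 against the paper's -1.21, rescaled -1.22) and ASS1 (-1.62 against the paper's -1.73, rescaled -1.75). Median-ratio rescaling and quantile normalization both closed the gaps of BNIP3 in primary cells (1.84 against the paper's 1.75) and, in immortalized cells, of BNIP3 (1.55 against the paper's 1.45), AURKA (1.19 against the paper's 1.09) and ICAM1 (-1.16 against the paper's -1.28). PLOD2 in primary cells was 2.24 against the paper's 2.16, and the gap was closed by these 2 and by a pseudocount of 1. A pseudocount of 0.1 closed the gaps of STYK1 in immortalized cells (1.38 against the paper's 1.90, then 1.83), CSF2 in transformed cells (3.00 against the paper's 5.84, then 4.44) and CDKN1C in transformed cells (1.47 against the paper's 2.38, then 2.18). CSF2 stayed short of the paper's value and counts as closed only because its replicates spread by 2.50 on the log2 scale. None of the alternatives closed those of CDKN1C in primary cells (-1.90 against the paper's -3.55) and CSF3 in immortalized cells (-5.57 against the paper's -6.46). The paper's values in this paragraph are from its supplementary tables, apart from SCD, which is in its text.

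The paper ranks the metastasizing stage as having the fewest hDEGs and the transformed stage the most, whereas here the counts were 646, 592, 916 and 941, and both of the paper's ranks were reached with array weights (375 and 1045) and with only the groups compared (112 and 570). The transformed stage alone came first, as in the paper, with a pseudocount of 0.1 (931 against 920), a filter of at least 5 TPM (786 against 726), quantile normalization (930 against 909), the replicate block (612 against 541), all genes (957 against 931) and the crossed replicate block, chosen after seeing the values (801 against 755). Among its hDEGs, the primary stage has more genes down than up in the paper and 339 up and 307 down here, with 262 up and 379 down under median-ratio rescaling and 455 up and 461 down with an adjusted p under 0.05. In the paper every correlation between groups lies above the value it states, and here the lowest was 0.887. The last step has fewer DEGs at 3% than at atmospheric oxygen in the paper, and 727 against 503 here, or 190 against 748 with array weights and 0 against 544 with only the groups compared. Metabolic enzymes among the hDEGs are described as mostly higher, and here 16 were up and 13 down in primary, 12 and 24 in immortalized, 23 and 30 in transformed and 11 and 22 in metastasizing cells. Lipid and carbohydrate enzymes are described as reversed from the immortalized to the transformed stage, and in transformed cells 2 and 2 were up and 8 and 2 down, counts that cover the enzymes matched by name. ASS1 is described as falling by more than a stated factor in both pre-malignant stages. Here its log2 fold changes were -2.02 and -1.62, the second short of that factor. The paper's own supplementary value for immortalized cells, -1.73, is short of it too.

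Of the genes that the paper gives as hDEGs, some were not called here. No fit called THBS1 (-0.998), CXCL8 (1.93) or STYK1 (1.78) in primary cells, MMP11 (-1.36) or STYK1 (1.38) in immortalized cells, HRAS (-0.97) or STYK1 (-1.73) in transformed cells, or CSF2 (2.05), CTSS (1.52), CXCL8 (2.11) or STYK1 (-1.93) in metastasizing cells. Median-ratio rescaling and quantile normalization called THBS2 in primary (-0.99) and PLAUR in metastasizing cells (0.99), and median-ratio rescaling called MMP2 in immortalized cells (-0.94). An adjusted p under 0.05 called AURKA (1.19) and KNL1 (1.40) in immortalized cells, CSF2 (3.00), CSF3 (3.92), THBS1 (-1.73), TERT (1.18) and SCD (1.08) in transformed cells, and CSF3 (4.81), HRAS (1.95) and ASS1 (1.20) in metastasizing cells. With only the groups compared, AURKA, KNL1, THBS1 in transformed cells and TERT were called, and with the replicate block ASS1 in metastasizing cells was. With array weights, chosen after seeing the values, AURKA and STC1 (-1.70) were called in immortalized cells, and CSF2, CSF3, THBS1 and SCD in transformed cells.

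Further genes that the paper's text describes as changed at 3% oxygen were not called here in any fit. Their log2 fold changes were 0.35 for PLAUR, 0.35 for HK2 and 0.97 for BRCA1 in immortalized cells, and 0.97 for P4HA1 and 0.92 for LDHA in primary cells. ANGPTL4 rose by 1.25 on the log2 scale in immortalized cells without a call, and E2F7 by 0.11. The paper's own lists of hDEGs hold none of these genes in these stages either. For these calls its lists and the fits here do not differ. The paper describes several hypoxia-related genes as raised at atmospheric oxygen in the last 2 stages. From the immortalized to the transformed stage, PLOD2, BRCA1 and E2F8 rose by 1.02, 1.30 and 2.07 on the log2 scale, while PDK1 did not rise. ANGPTL4 lay at 0.874 and 0.430 TPM in the last 2 stages, against 2.55 TPM in primary cells. Of the genes the paper gives as changed in a step between stages at atmospheric oxygen, some were not called. These were THBS1 from the primary to the immortalized stage (-2.03), CCNE2 (0.95), KNL1 (1.59) and MMP1 (-1.09) from the immortalized to the transformed stage, and STC1 from the transformed to the metastasizing stage (2.19). Of these, an adjusted p under 0.05 and array weights, the latter chosen after seeing the values, called all but CCNE2, which no fit called, only the groups compared called THBS1 and STC1, and median-ratio rescaling called MMP1.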

Other observations

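The tests that leave out one library for STYK1, HRAS and CXCL8, the test with genes chosen from separate libraries, the step back to the stage before, the crossed replicate block and the array weights were chosen after the result was seen, and the other tests before.

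The genes that the paper lists as hDEGs in its supplementary tables could be compared one by one. Of those found among the genes here, 99.5%, 99.3%, 99.8% and 100.0% changed in the same direction from the primary to the metastasizing stage, and 60.6%, 50.0%, 70.2% and 87.2% were called. Called here alone were 111, 67, 71 and 294 genes. Both sets come from the same libraries, so the shared direction is no independent evidence.

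The metastasizing stage had the most hDEGs here, at 941 against 916 in the transformed stage, but the transformed stage had more with 8 of the 13 alternatives, among them quantile normalization (930 against 909), the replicate block (612 against 541) and the crossed block (801 against 755). All groups shared 1 estimate of the spread, although the metastasizing libraries at 3% oxygen differ more than other replicates, and with array weights the stage had 375, the fewest. The order of the 2 stages may thus follow from the choice of scaling, block, pseudocount or filter as well as from how the spread was estimated, and these data leave it open.

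hDEGs of a stage mostly moved the same way as the next step of the series at atmospheric oxygen, and both comparisons use the same 2 atmospheric libraries. A high value of a gene in those libraries by chance gives both comparisons the same direction. The test planned for this, with one atmospheric library for each comparison on the same genes, gave 69.8% and 69.8% in primary, 91.4% and 91.4% in immortalized and 93.4% and 93.4% in transformed cells, but genes past the threshold in both libraries' mean can hardly change direction in it, so it could not have come out otherwise. When the genes were chosen from the separate libraries as well, the shares were 57.9% (516 genes) and 62.6% (500 genes) in primary, 85.4% (727) and 71.4% (765) in immortalized and 76.5% (357) and 78.4% (361) in transformed cells. These shares are lower, but genes chosen with single libraries are chosen with more noise, which lowers the share in any case, so the drop cannot be assigned to the shared libraries, and the size of their part remains open.

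A second explanation for the same pattern is that the atmospheric culture of a stage stands apart from the stage before it as well as from the stage after it, in which case a response to 3% oxygen resembles a step in either direction. For the step back to the stage before, the share with the same direction was 90.3% (290 genes) for immortalized and 90.8% (434 genes) for transformed hDEGs. The step forward gave a little more in these stages, 91.4% and 93.4%. For metastasizing hDEGs the step back gave 96.4% (195 genes), and that stage has no step forward. The resemblance to the next stage may therefore not be specific to that stage. The step back shares its atmospheric libraries with the oxygen comparison as the step forward does, so chance in those libraries raises both.

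At atmospheric oxygen, several inflammatory genes stood apart in immortalized cells. Mean TPM from the primary to the metastasizing stage were 2.29, 463, 2.56 and 5.88 for IL1B, 1.72, 2989, 31.3 and 104 for CXCL8 and 51.9, 1994, 74.1 and 165 for SOD2, with both immortalized libraries above those of the other stages at that oxygen level. IL1B was chosen for its place among the largest changes of metastasizing cells, and its immortalized level was noticed after its values were seen. A state of that culture, such as its density, may stand behind these levels as well as the stage itself, and the share of 90.3% for the step back to primary cells does not separate the 2.

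Single libraries carried the changes of some genes. STYK1 was lower at 3% oxygen in metastasizing and transformed cells, but without the higher atmospheric library its log2 fold changes were 0.38 and -0.079. HRAS was higher at 3% oxygen in metastasizing cells, with a log2 fold change of 0.74 without the higher library. CXCL8 in transformed cells kept a log2 fold change of 2.59 without the higher library at 3% oxygen. For STYK1 and HRAS a difference between plates could stand behind the change, and no biological explanation for it was tested. A mix of the libraries here cannot give the higher STYK1 library of metastasizing cells, which lies above all others. The higher HRAS library lies above all other transformed and metastasizing libraries, so a mix among those cannot give it. For STYK1 in transformed cells a mixed library stays possible.

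Enzymes of energy metabolism were lower at 3% oxygen in metastasizing cells. Transcripts of the mitochondrial genome, whose share differs between libraries, are a possible explanation, and without them the mean log2 fold change over the other 13 genes was -0.49, so they do not account for all of it. The lower level in metastasizing cells may be a response to oxygen, but under median-ratio rescaling the mean over those 13 genes was -0.36, and the spread of these 2 libraries leaves it open.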
